# Renoprotective Mechanism of Remote Ischemic Preconditioning Based on Transcriptomic Analysis in a Porcine Renal Ischemia Reperfusion Injury Model

**DOI:** 10.1371/journal.pone.0141099

**Published:** 2015-10-21

**Authors:** Young Eun Yoon, Kyung Hwa Choi, Sook Young Kim, Young In Cho, Kwang Suk Lee, Kwang Hyun Kim, Seung Choul Yang, Woong Kyu Han

## Abstract

Ischemic preconditioning (IPC) is a well-known phenomenon in which tissues are exposed to a brief period of ischemia prior to a longer ischemic event. This technique produces tissue tolerance to ischemia reperfusion injury (IRI). Currently, IPC’s mechanism of action is poorly understood. Using a porcine single kidney model, we performed remote IPC with renal IRI and evaluated the IPC mechanism of action. Following left nephrectomy, 15 female Yorkshire pigs were divided into three groups: no IPC and 90 minutes of warm ischemia (control), remote IPC immediately followed by 90 minutes of warm ischemia (rIPCe), and remote IPC with 90 minutes of warm ischemia performed 24 hours later (rIPCl). Differential gene expression analysis was performed using a porcine-specific microarray. The microarray analysis of porcine renal tissues identified 1,053 differentially expressed probes in preconditioned pigs. Among these, 179 genes had altered expression in both the rIPCe and rIPCl groups. The genes were largely related to oxidation reduction, apoptosis, and inflammatory response. In the rIPCl group, an additional 848 genes had altered expression levels. These genes were primarily related to immune response and inflammation, including those coding for cytokines and cytokine receptors and those that play roles in the complement system and coagulation cascade. In the complement system, the membrane attack complex was determined to be sublytic, because it colocalized with phosphorylated extracellular signal-regulated kinase. Furthermore, alpha 2 macroglobulin, tissue plasminogen activator, uterine plasmin trypsin inhibitor, and arginase-1 mRNA levels were elevated in the rIPCl group. These findings indicate that remote IPC produces renoprotective effects through multiple mechanisms, and these effects develop over a long timeframe rather than immediately following IPC.

## Introduction

Ischemic preconditioning (IPC) is an effective method for protecting organs prior to ischemia reperfusion injury (IRI). Since the initial report of the IPC phenomenon, numerous studies have tried to incorporate IPC to protect various organs, including the heart, lung, small intestine, liver, brain, and kidney [1–6]. There are 2 types of IPC. Local IPC involves brief interruption of blood supply to the target organ alternated with brief episodes of reperfusion applied prior to prolonged lethal ischemia. In remote IPC, intermittent brief ischemia and reperfusion is applied to an organ (e.g., a limb or the intestine) distant to the target organ. For organs that are vulnerable to short-term ischemic injury, such as the brain, heart, or kidney, remote IPC is the preferred method [7–9].

Many studies have demonstrated renoprotective effects for remote IPC in renal IRI using rodent animal models [10]. Remote IPC can decrease blood urea nitrogen, creatinine, and malondialdehyde levels [11, 12]. In addition to these biomarkers, histological evidence supporting the renoprotective effects of remote IPC has been reported [13]. While encouraging, these results do not directly translate to the clinical application of remote IPC in humans, because human renal physiology is different from that of rodents [14]. While a few studies have investigated remote IPC in large animals [10, 15, 16], most large animal studies focused on local IPC [17–22]. To safely use IPC in human renal IRI, we first need to determine the most effective IPC protocol and understand its exact mechanism of action. Previous studies have not defined a mechanism of action for remote IPC. Several potential mechanisms have been suggested, including production of adenosine, bradykinins, opioids, antioxidants, humoral substances, and inflammatory molecules; however, there are no accurate and comprehensive reports regarding the remote IPC mechanism of action [23–27]. Recently, gene microarray technology has been used to analyze the molecular basis of many diseases. For example, genetic changes produced by renal IRI have been analyzed using microarrays [28]. However, microarray analysis of remote IPC tissues is limited, and, to our knowledge, there has been no analysis of the transcriptome of renal tissue after remote IPC [29, 30].

In our previous study, we concluded that remote IPC elicited fewer renal injury biomarkers following IRI; however, more animal studies deciphering the detailed remote IPC mechanism are needed before IPC can be incorporated into human surgeries [31]. In this study, we used a microarray analysis to evaluate the effect of the time between IPC and IRI in remote IPC and identify the exact mechanism of action for remote IPC in renal IRI using a porcine single kidney model.

## Materials and Methods

### Animals and design of experiments

The study was approved by the Institutional Animal Care and Use Committee, Yonsei University Health System in accordance with the ‘Guide for the Care and Use of Laboratory Animals’ published by the National Institutes of Health and was conducted according to the principles of the Declaration of Helsinki. A total of 15 female Yorkshire pigs (20 weeks old; 35–38 kg, *S*. *s*. *domesticus*) were used (XP Bio Inc., Anseong-si, Korea). The animals were individually caged for 10 days before the start of the experiment and received standard laboratory food with free access to water. In a prospective design, pigs were allocated randomly to three experimental groups (Fig 1). Group 1 pigs (control, n = 5) underwent right renal ischemia without IPC. Group 2 pigs (rIPCe, n = 5) underwent remote IPC just before right renal ischemia, i.e., an early time window. Group 3 pigs (rIPCl, n = 5) underwent remote IPC with right renal ischemia 24 hours later, i.e., a late time window. All three groups underwent the same protocol for preoperative care, anesthesia, postoperative care, and sacrifice. Prior to anesthesia administration, the pigs were starved for 8 hours. Anesthesia was induced by intramuscular tiletamine-zolazepam (5 mg/kg) and xylazine (2 mg/kg). Following endotracheal intubation, anesthesia was maintained using controlled ventilation with 2% isoflurane at a respiratory rate of 15/min. All procedures were performed laparoscopically with standard 5-mm 3-port access by two surgeons (W.K.H. and Y.E.Y.). During the procedure, intraperitoneal pressure was maintained at 12 mmHg. To create the single kidney porcine model, we first performed a left nephrectomy. After a 1-week renal compensation period, we performed the IPCs and right renal ischemias, as appropriate, based upon the group assignment. We performed two cycles of IPC by clamping the right external iliac artery for 10 minutes followed by 10 minutes of reperfusion. We performed warm ischemia for the right kidney by clamping the right renal artery and vein together for 90 minutes. Antibiotic prophylaxis was administered using amoxicillin clavulanate (15 mg/kg/day), and meloxicam (0.2 mg/kg/day) was used as postoperative analgesia. Pigs were individually housed and had free access to water and feed. Every pig was sacrificed 72 hours postoperatively. Pigs were administered an intramuscular injection of ketamine (25 mg/kg) and xylazine (2 mg/kg) followed by an intravenous potassium chloride injection. Renal tissues were harvested immediately and stored in a -80°C freezer until the microarray analysis was performed.

**Fig 1:**
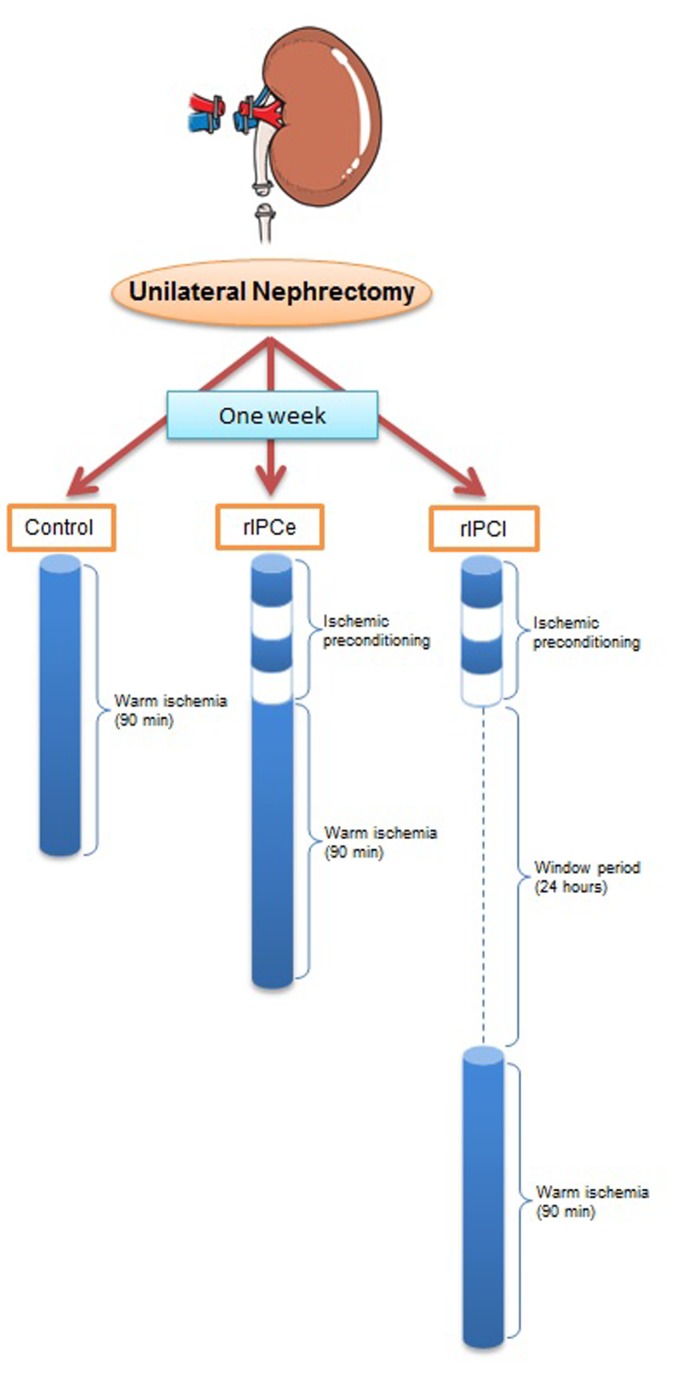
Experimental protocol. Blue cylinders represent the time zone of clamping and clear cylinders represent the declamping. Control, no IPC and 90 minutes of warm ischemia; rIPCe, 40 minutes of remote IPC immediately followed by 90 minutes of warm ischemia; and rIPCl, 40 minutes of remote IPC with 90 minutes of warm ischemia 24 hours later.

### Microarray analysis

Total RNA was extracted from tissues using TRIzol (Invitrogen Life Technologies, Carlsbad, CA, USA) according to the manufacturer's protocol and purified with the RNeasy Mini Kit (Qiagen Inc., Valencia, CA, USA). RNA labeling and hybridization were performed using the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technologies, v6.5, Palo Alto, CA, USA). Briefly, 200 ng of total RNA from each sample was linearly amplified and labeled with Cy3-dCTP. The labeled cRNAs were hybridized onto the Porcine Gene Expression Microarray, 4×44K (Agilent Technologies). The hybridized array was immediately scanned with an Agilent Microarray Scanner (Agilent Technologies). Raw data were extracted using the Agilent Feature Extraction Software (Agilent Technologies, v11.0.1.1). The selected gProcessedSignal value was transformed logarithmically and normalized using the quantile method. The expression data were quantified as fold change, and the statistical significance was determined using an independent t-test. We adjusted the p-value to account for the false discovery rate using the Benjamini-Hochberg algorithm. A K-means clustering analysis was performed using the MacQueen algorithm to compare the expression profiles. Hierarchical cluster analysis was performed using complete linkage and Euclidean distance as a measure of similarity. Gene-enrichment and functional annotation analysis for significant probes was performed using DAVID (Database for Annotation, Visualization and Integrated Discovery v6.7, National Institute of Allergy and Infectious Diseases, Bethesda, MD, USA; http://david.abcc.ncifcrf.gov). All data analysis and differentially expressed gene visualization was performed using the R statistic software (R version 3.0.1, R Foundation for Statistical Computing, Vienna, Austria; http://www.r-project.org).

### Immunohistological staining and microscopic analysis

Kidneys were embedded in paraffin, and 2-μm sections were prepared for fluorescent immunostaining and immunohistochemical staining. Deparaffinized renal sections were fixed and incubated in PBS with 5% bovine serum albumin and 0.05% Tween 20 (PBST) at room temperature for 1 h in a humidified chamber to block non-specific binding sites. The sections were incubated overnight with the primary antibodies in PBST buffer with 3% BSA at 4°C. The primary antibodies used were anti-C3c-FITC (Abcam, Cambridge, MA, USA), mouse anti-membrane attack complex (MAC; Abcam), and rabbit anti-phosphorylated extracellular signal-regulated kinase (ERK) 1 and ERK2 (P-ERK; Cell Signaling Technology Inc., Danvers, MA, USA). After washing, the sections were incubated with fluorophore-conjugated secondary antibodies (anti-rabbit Alexa Fluor 488 and anti-mouse Alexa Fluor 594, Invitrogen Life Technologies) for 1 h at room temperature. The sections were mounted using Vectashield mounting medium with 4ʹ,6-diamidino-2-phenylindole (Vector Laboratories, Burlingame, CA, USA). For immunohistochemical staining, the slides were pretreated in 0.01 M citric acid buffer (pH 6.0) for 10 minutes. After blocking, sections were incubated with primary antibody against P-ERK at 4°C overnight. After washing, sections were exposed to a streptavidin-horseradish-peroxidase complex for 30 minutes at 37°C and visualized with 3,3ʹ-diaminobenzidine.

### Terminal Deoxynucleotidyl Transferase-mediated dUTP-X Nick End Labeling (TUNEL) staining

To detect apoptotic cells, TUNEL staining was performed using a TACS^®^ 2 TdT-DAB *In Situ* Apoptosis Detection Kit (Trevigen, Inc., Gaithersburg, MD, USA) according to the manufacturer’s instructions. Kidneys were embedded in paraffin, and 2-μm sections were prepared for TUNEL staining. After deparaffinization, digestion with proteinase K (15 minutes), and quenching of endogenous peroxidase in 2% H_2_O_2_ (5 minutes), formalin-fixed renal sections were immersed in the TdT buffer and incubated with TdT, 1 mM Mn^2+^, and biotinylated dNTP at 37°C for 60 minutes. Then the sections were incubated with streptavidin–horseradish peroxidase at room temperature for 10 minutes and immersed in diaminobenzidine substrate for 5 minutes. The slides were then counterstained with 1% methyl green for 30 seconds.

### Reverse transcriptase-polymerase chain reaction

Microarray results were validated using RT-PCR. Briefly, cDNA was synthesized from purified RNA using oligo dT-primers with SuperScript^TM^ II reverse transcriptase (Invitrogen Life Technologies) according to the supplier’s protocol. Primer sequences used in the study are listed in S1 Table. Equal volumes of amplified cDNAs were loaded into 1.5% agarose gels and separated by electrophoresis. The bands were identified using a Bio-Rad Gel Doc 2000 system with Bio-Rad TDS Quantity One Software.

## Results

### Microarray

All RNA samples had 260/280 ratios between 1.8–2.2, and agarose gel electrophoresis showed two clear bands for 28S and 18S rRNA. 

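Kidney RNA from 15 pigs was measured on single-colour Agilent porcine arrays, with 1 array per pig and 5 pigs in each of the control, rIPCe and rIPCl groups. The authors deposited the scanner output, an intensity for every spot on a linear scale, which the scanner software had corrected for background within each array and which was not normalized between arrays. Every array held 45220 spots, of which 1417 were control spots that were not used here. Spots that the software had marked as outliers, between 1 and 70 per array, were left out. The remaining intensities were transformed to log2 and quantile normalized over the 15 arrays, and the spots of a probe were averaged. No spot was saturated. The percentage of spots well above background ranged from 62.2% to 69.5% on the control arrays, from 67.4% to 73.9% on the rIPCe arrays and from 71.8% to 74.2% on the rIPCl arrays. Of the probes, 25917 were well above background on all arrays and 6943 on none. The files list probes by transcript or EST accessions, cluster identifiers or the name of the probe itself, and 6686 probes could be assigned to 3020 genes through RefSeq accessions. The groups were compared with limma, whose moderated test was fitted to all 15 arrays with a mean for each group, and the number of arrays limits the precision of every value. The arrays came from 4 slides scanned on 1 day. Slide 1 held control arrays 1 to 4, slide 2 held control array 5 and rIPCe arrays 1 to 3, slide 3 held rIPCe arrays 4 and 5 and rIPCl array 1, and slide 4 held rIPCl arrays 2 to 5, so that slide and group largely coincide. A model with slide as a block compares groups only within slides. It sets rIPCe arrays 1 to 3 against control array 5 alone, and rIPCl array 1 alone against rIPCe arrays 4 and 5. For rIPCl versus control it joins both steps. Values given with slide as a block therefore rest on these single arrays. The first principal component of the normalized values took 21.5% of the variance and the second took 13.8%.

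**Figure D1:**
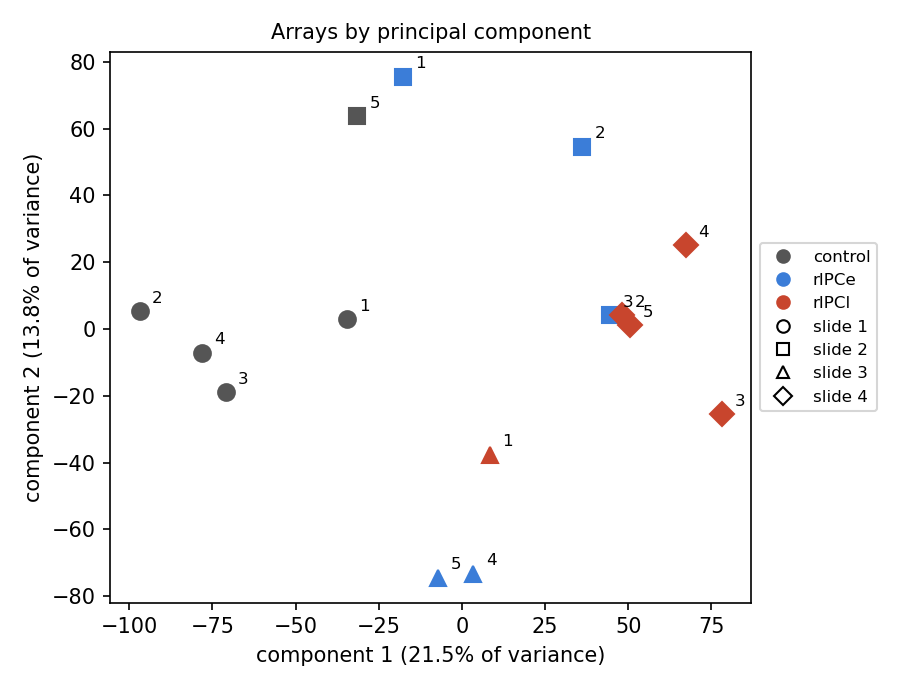
Position of each of the 15 arrays on the first (x axis) and second (y axis) principal components of the log2 signals, with the percentage of variance in the axis labels. Colours mark the control, rIPCe and rIPCl groups, and the symbols mark slides 1 to 4.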

In the microarray, 43,603 probes were detected. Among those, 1,053 probes had significant intensity changes. 

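At a fold change of at least 2 and an unadjusted p under 0.05 in limma, 2753 probes were altered in rIPCe or rIPCl relative to the control group. The number moved most under a setting that changed the background correction, the signal and an added offset together, so their parts were not separated. With the normexp correction of limma (offset 50) on the median signal of each spot, a setting chosen after the data had been examined, 730 probes met the same criteria. When slide was a block in the model, 4681 did. Probes that were not well above background in all 5 arrays of any group made up 38% of the probes altered in rIPCl and 49.1% of those altered in rIPCe.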

The criteria for significance was |fold change| ≥2 and a p-value <0.05.

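The log2 signals of every probe altered in either comparison were scaled to z scores over the 15 arrays and divided by k-means (MacQueen algorithm) into 2 clusters. One cluster, lower in the preconditioned groups, held 1026 probes and the other, higher in them, held 1727. Hierarchical clustering with complete linkage and Euclidean distance placed 1018 and 1735 probes in them. The size of the lower cluster moved most without any normalization between arrays, to 3133 probes, and with the normexp correction, to 258, both settings chosen after the data had been examined.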

The K-mean hierarchal cluster analysis divided all 1,053 genes into two clusters (Fig 2). 

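In the lower cluster, the mean z score was 0.838 ± 0.217 (SD, n = 5 arrays) in the control group, -0.213 ± 0.257 (SD, n = 5) in rIPCe and -0.625 ± 0.155 (SD, n = 5) in rIPCl. Of its probes, 1006 were lower in rIPCe than in the control group and 875 were lower in rIPCl than in rIPCe, and 855 followed both steps. The median log2 fold change of these probes relative to the control group was -0.99 in rIPCe and -1.31 in rIPCl. Every probe had been selected for a difference from the control arrays, so the position of the control group was fixed by the selection. As 2540 of the 2753 probes had been selected in rIPCl versus control, the selection also favoured rIPCl lying beyond rIPCe.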

Cluster 1 consisted of 400 genes that were downregulated in rIPCe relative to the control group and downregulated further in rIPCl. 

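The mean z score of the upper cluster was -0.825 ± 0.291 (SD, n = 5 arrays) in the control group, 0.143 ± 0.311 (SD, n = 5) in rIPCe and 0.682 ± 0.290 (SD, n = 5) in rIPCl. Of its probes, 1717 were higher in rIPCe than in the control group, 1546 were higher in rIPCl than in rIPCe, and 1536 followed both steps. The median log2 fold change was 0.87 in rIPCe and 1.28 in rIPCl. The larger change in rIPCl was favoured by the selection of most probes in rIPCl versus control.

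**Figure D2:**
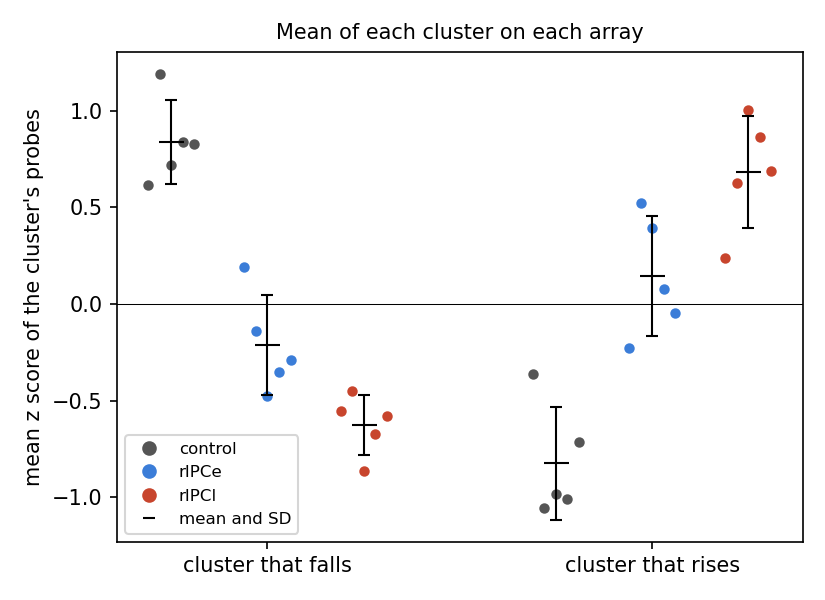
Mean z score of the probes of each cluster (y axis) on each array, for the cluster that falls and the cluster that rises. Points are arrays of the control, rIPCe and rIPCl groups, and bars show the mean and SD of 5 arrays. In the falling cluster the mean is 0.838 in the control group and -0.625 in rIPCl.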

Cluster 2 consisted of 653 genes that were upregulated in rIPCe relative to the control group and upregulated further in rIPCl.

**Fig 2:**
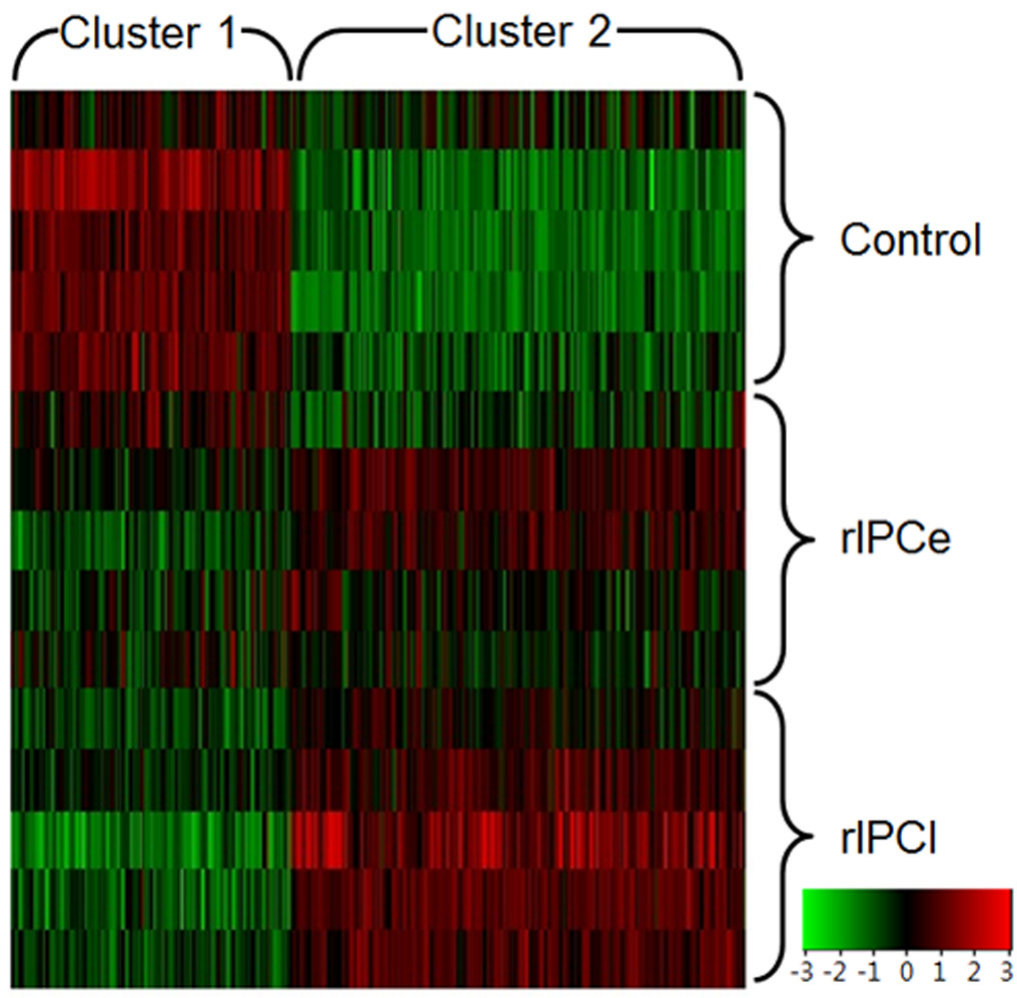
Hierarchal cluster analysis of 1,053 altered genes. The genes were divided into two clusters via K-mean hierarchal cluster analysis. Cluster 1 genes are downregulated (green) in the rIPCe and rIPCl. Cluster 2 genes are upregulated in rIPCl. rIPCe, remote ischemic preconditioning immediately prior to ischemia (early); rIPCl, remote ischemic preconditioning followed by ischemia 24 hours later (late).

The rIPCe group had 198 genes with expression level changes; 96 genes were upregulated, and 102 genes were downregulated compared to those in the control group (Fig 3). 

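In rIPCe, 952 probes met these criteria, 552 higher and 400 lower than in the control group. When each array's 75th percentile was subtracted in place of quantile normalization, 524 were higher and 623 lower. After Benjamini-Hochberg adjustment over all 43603 probes, limma called 1 probe, although 6147 had an unadjusted p under 0.05. That probe, A_72_P265212, is assigned to no gene and was chosen for mention after its values were seen. It rose from a log2 signal of 4.04 ± 0.27 (SD, n = 5) to 5.51 ± 0.31 (SD, n = 5) and was higher in 5 of 5 rIPCe arrays than in any control array (log2 fold change 1.47, standard error 0.15, limma adjusted p = 0.00774). The methods' t-test called 0 probes after adjustment and 564 at the unadjusted criteria. A single array decided much of this result, since 1365 probes met the unadjusted criteria without control 1 and 141 met the adjusted criteria without rIPCe 1. A model with slide as a block sets rIPCe 1 to 3 against control 5 alone, so its count of calls cannot show a group difference.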

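In rIPCl, 2540 probes met the unadjusted criteria, 1600 higher and 940 lower than in the control group. The split between higher and lower probes depended on the scaling, with 1513 higher and 2049 lower after subtraction of the 75th percentile, which moved the median log2 fold change of all probes to -0.11. After adjustment, 985 probes remained past the fold change and p criteria in limma, 622 higher and 363 lower, and the methods' t-test gave 407. Without rIPCl 5 the adjusted number was 37 and without rIPCl 1 it was 1641, while the unadjusted number stayed between 2093 and 3012 with each array left out in turn. A block for slide brought the adjusted number to 463, of which 8 were among the 985. As a random block, chosen after the data had been examined, slide brought the adjusted number to 0 and 1832 probes met the unadjusted criteria.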

The rIPCl group had 1,027 genes with expression level changes; 640 genes were upregulated, and 387 genes were downregulated. 

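Of the probes altered in rIPCe, 77.6% were altered in the same direction in rIPCl. Both comparisons use the same 5 control arrays, so chance values of the control group enter both. In 100 draws in which 3 unchanged groups were made by reassigning the residuals, the shared percentage had a median of 17.0% and reached at most 57.9%. Across all probes, the log2 fold changes of the 2 comparisons had a correlation of 0.814, against a median of 0.496 and a maximum of 0.811 in the draws. Probes are not independent replicates.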

Fig 3 shows that nearly all genes with altered expression in the rIPCe group were also differentially expressed in the rIPCl group.

**Fig 3:**
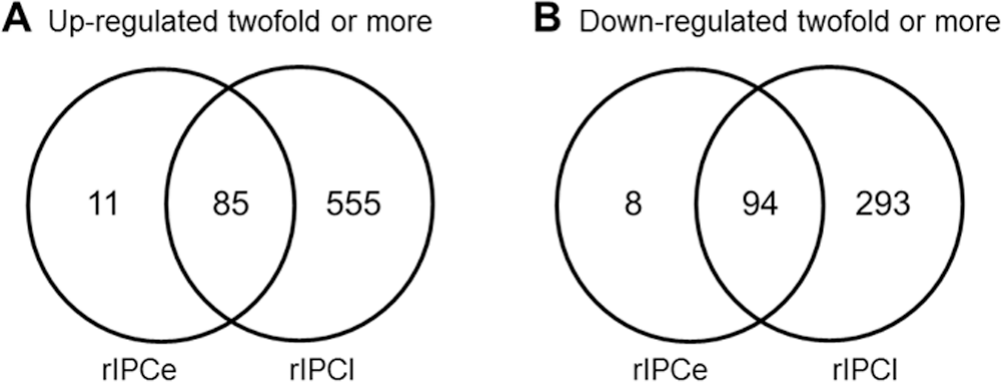
Venn diagrams of altered gene expression. rIPCe, remote ischemic preconditioning immediately prior to ischemia (early); rIPCl, remote ischemic preconditioning followed by ischemia 24 hours later (late).

### Altered gene expression shared by rIPCe and rIPCl

The rIPCe and rIPCl groups had 179 genes with similar expression levels; 85 genes were upregulated and 94 genes were downregulated compared to the control group genes. 

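The files gave 739 probes past the unadjusted criteria in both comparisons in the same direction, 417 higher and 322 lower than in the control group. In the 100 draws of unchanged groups the number had a median of 62 and a maximum of 364. It was 447 when only probes well above background in all arrays of at least 1 group were tested, 1721 with slide as a block and 1117 without control 1. A further 213 probes were altered in rIPCe only, 135 of them higher.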

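Of the 45 genes of S2 Table, 31 could be assigned to a probe, and all 31 moved in the same direction in rIPCe and rIPCl. In rIPCl, 13 were higher and 15 lower at the unadjusted criteria, 24 had an adjusted p under 0.05 over all probes tested and 29 had one adjusted over the list alone. In rIPCe, 12 were higher and 11 lower, with 0 and 28 at the 2 adjustments in limma and 29 at an unadjusted p under 0.05. The study chose these genes on these samples, so the adjustment over the list alone is not independent evidence. NQO1, an oxidoreductase, fell from a log2 signal of 11.97 ± 0.34 (SD, n = 5) in the control group to 8.83 ± 0.59 (SD, n = 5) in rIPCl, a log2 fold change of -3.14 (standard error 0.64, limma adjusted p = 0.0244). Its value in rIPCe was 9.50 ± 1.74 (SD, n = 5), with rIPCe 1 at 12.56. APOA4, the gene with the largest change among those named, had a log2 fold change of -4.70 in rIPCl (standard error 0.70, limma adjusted p = 0.0156) and -3.82 in rIPCe (limma adjusted p = 0.166), with all 5 arrays of each group below all control arrays (exact permutation test, two-sided, p = 0.00794, the smallest that 5 arrays against 5 allow). CYP1A1 fell by 2.69 in rIPCl but was 0.38 higher with slide as a block. The gene list for antioxidant enzymes written beforehand had a median log2 fold change of -0.27 in rIPCl over 16 genes (camera adjusted p = 0.00412) and -0.22 in rIPCe (camera adjusted p = 0.0532), and the list for apoptosis had one of -0.07 in rIPCl over 10 genes (camera adjusted p = 0.857).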

The similarly expressed genes were primarily related to oxidation, inflammation, macromolecule complex assembly, and apoptosis (S2 Table). Gene ontology enrichment analysis confirmed that some of the genes were related to oxidative reduction, inflammatory response, macromolecular complex assembly, and apoptosis. Gene ontology analysis also identified additional functions (Fig 4); however, these genes were not part of a specific pathway.

**Fig 4:**
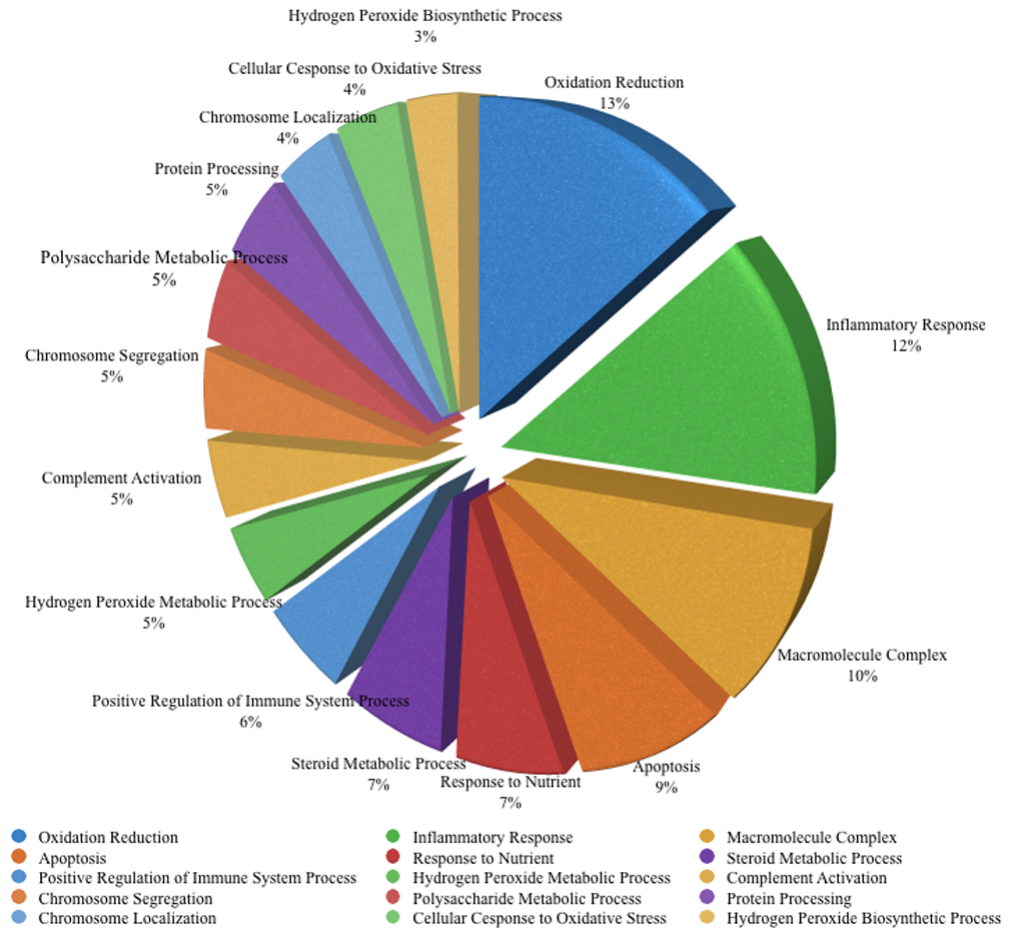
Major enriched gene ontology biological processes for the 179 genes with similar expression levels in the rIPCe and rIPCl groups. Similar gene ontology terms were excluded to avoid repetition. rIPCe, remote ischemic preconditioning immediately prior to ischemia (early); rIPCl, remote ischemic preconditioning 24 hours followed by ischemia 24 hours later (late).

### Altered gene expression in the rIPCl group

Among the 1,053 genes in the rIPCl group with altered expression levels compared to the control group, 848 genes were altered in the rIPCl group only. Of those, 555 genes were upregulated, and 293 genes were downregulated. 

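Past the unadjusted criteria in rIPCl and not in rIPCe were 1801 probes, 1183 higher and 618 lower than in the control group. Without dim probes the number was 1157. Passing in one comparison and not in the other does not test the difference between rIPCl and rIPCe, which was tested directly between these 2 groups.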

Gene ontology enrichment analysis showed that the rIPCl group genes with altered expression levels were related to immune response, response to wounding, proteolysis, and inflammation rather than apoptosis or oxidation (Fig 5).

**Fig 5:**
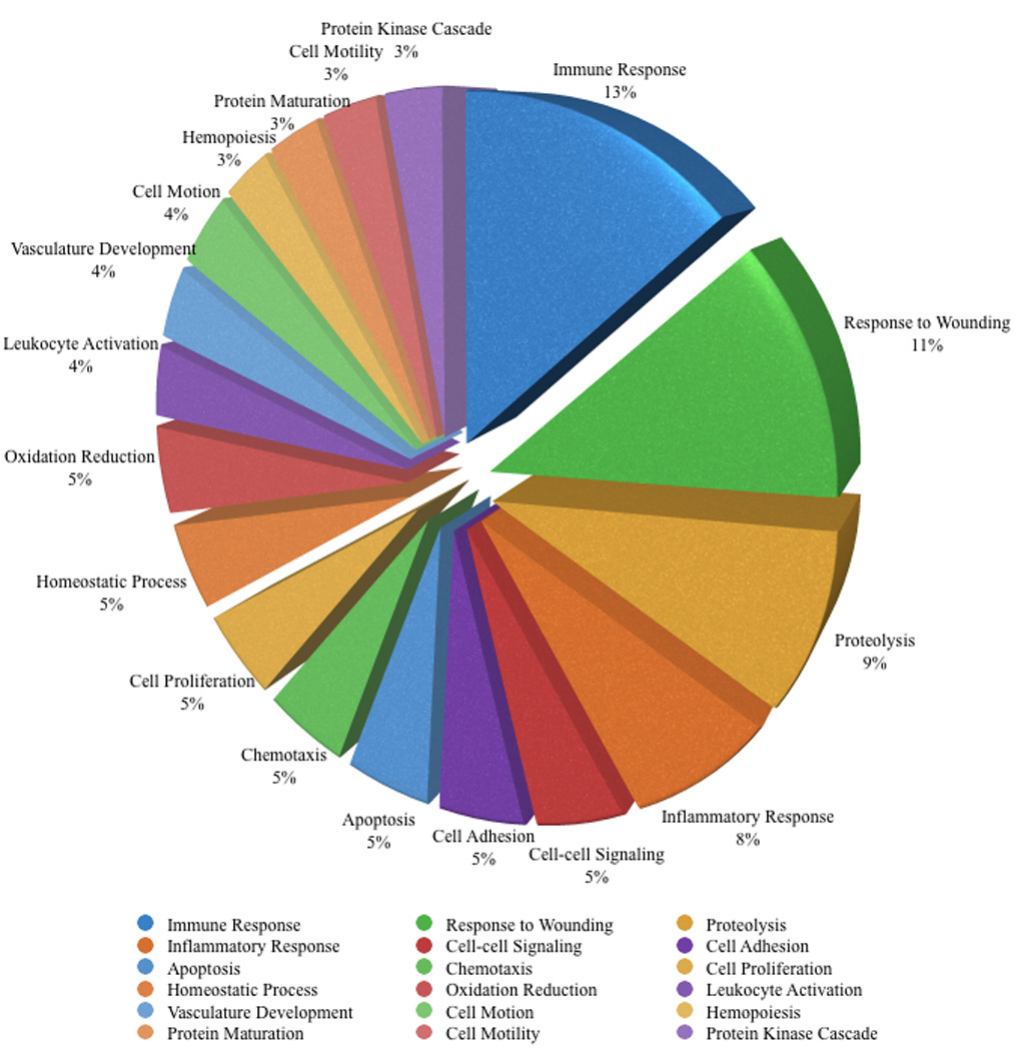
Major enriched gene ontology biological processes for the 848 genes with altered expression levels in the rIPCl group only. Similar gene ontology terms were excluded to avoid repetition. rIPCl, remote ischemic preconditioning followed by ischemia 24 hours later (late).

### Functional classification of genes

We attempted to identify some potential IPC mechanisms with DAVID. When we examined the entire list of altered expression level genes, DAVID noted several enriched pathways (S3 Table), including the complement system, the coagulation cascade, and cytokines and cytokine receptors (Fig 6). 

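The lists for the complement system (27 genes measured), the coagulation cascade (22) and cytokines and their receptors (99) were written before the data were examined and tested with camera, a test in limma that compares the genes of a list with all others at a preset correlation of 0.01 between them. A second test, fry, asks whether the genes of a list moved in one direction, without comparing them with other genes, and estimates the correlation from the arrays. The 2 tests ask different questions, so a list called by one need not be called by the other. Adjusted p values cover 14 lists in 3 comparisons, 42 tests in all. Camera called 18 of the 42 and fry called 2, the complement and antioxidant lists in rIPCl versus control. After blocking for slide, camera called 7.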

The heatmap shows that most of these genes were upregulated in the rIPCl group (Fig 6).

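In rIPCl, 19 of 27 complement genes, 11 of 22 coagulation genes and 70 of 99 cytokine and receptor genes were higher than in the control group. Over the genes the paper names, 46 of the 65 that could be assigned to a probe were higher in rIPCl. At the unadjusted criteria 39 were higher and 17 lower, and 41 had an adjusted p under 0.05 over all probes tested, against 59 adjusted over the list alone. In rIPCe, 26 of them met the unadjusted criteria, 0 had an adjusted p under 0.05 in limma over all probes, 36 had one adjusted over the list alone and 40 had an unadjusted p under 0.05. These genes were picked by the study from the same arrays, so the values adjusted over the list alone are not independent evidence. Of the 69 genes named in all, limma called 45 in rIPCl after adjustment, but 3 without rIPCl 4 and none with slide as a block.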

**Fig 6:**
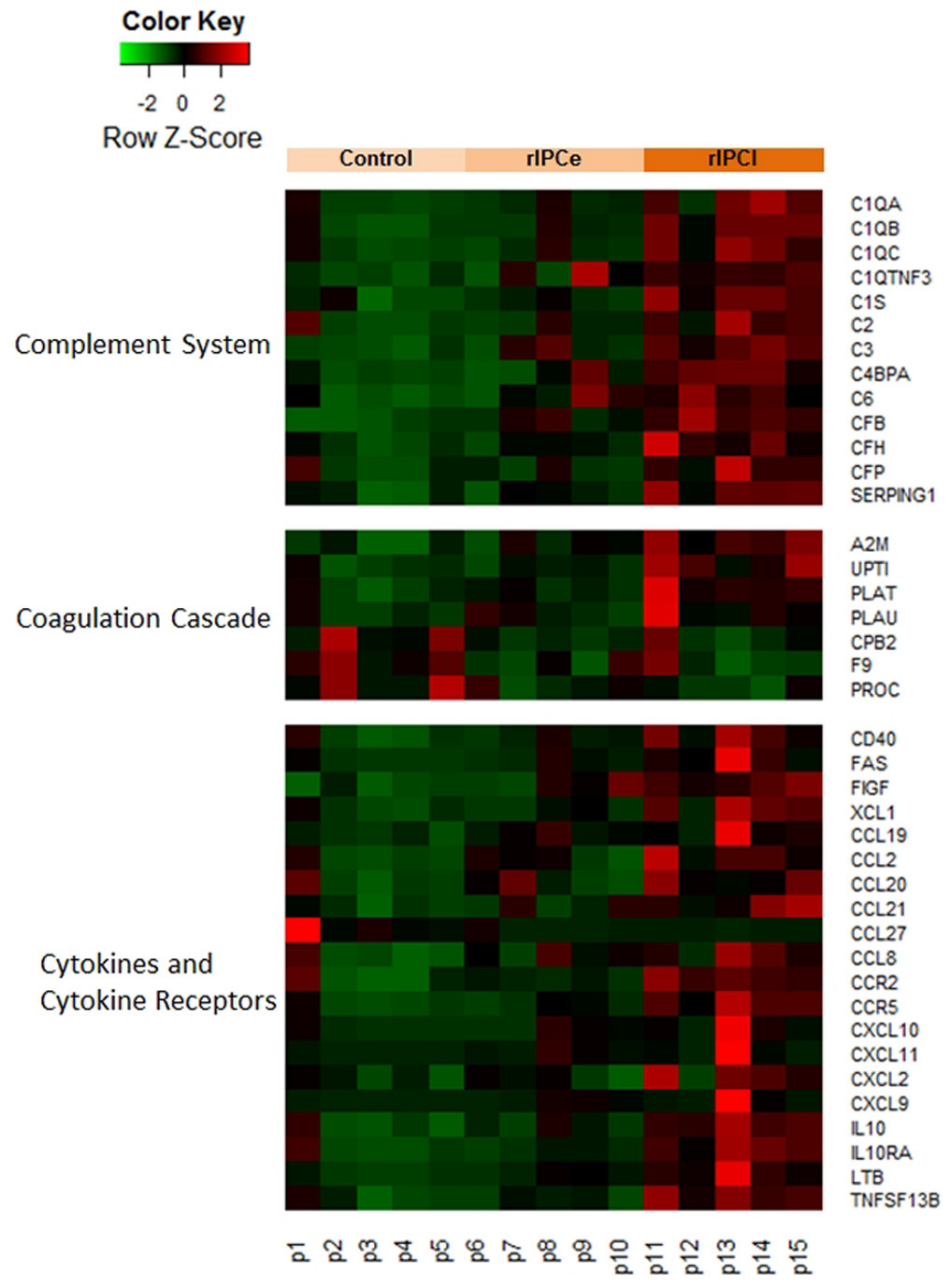
Heatmap signature of suggested pathways by DAVID. rIPCe, remote ischemic preconditioning immediately prior to ischemia (early); rIPCl, remote ischemic preconditioning followed by ischemia 24 hours later (late).

### The complement system

We detected expression changes in many complement cascade genes in the rIPCl group compared to the control group (Fig 7). 

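The complement list had a median log2 fold change of 0.90 in rIPCl relative to the control group (camera adjusted p = 0.0011, fry adjusted p = 0.0211). All 5 rIPCl arrays had a higher median over the list than any control array, and 4 rIPCe arrays did. In limma, 13 of the 27 genes had an adjusted p under 0.05 over all probes tested and 18 adjusted over the list alone. In rIPCe the median was 0.41 (camera adjusted p = 0.00277, fry adjusted p = 0.164), with 0 genes over all probes, 6 adjusted over the list alone and 11 at an unadjusted p under 0.05. Without the 11 measured genes that the paper names, the median of the remaining 16 was 0.01 in rIPCl and 0.04 in rIPCe, and neither was called by camera. The paper named the 11 for their change on these arrays, so a median near 0 without them follows in part from that choice. Blocking for slide gave medians of 0.55 and 0.54, and neither was called.

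**Figure D3:**
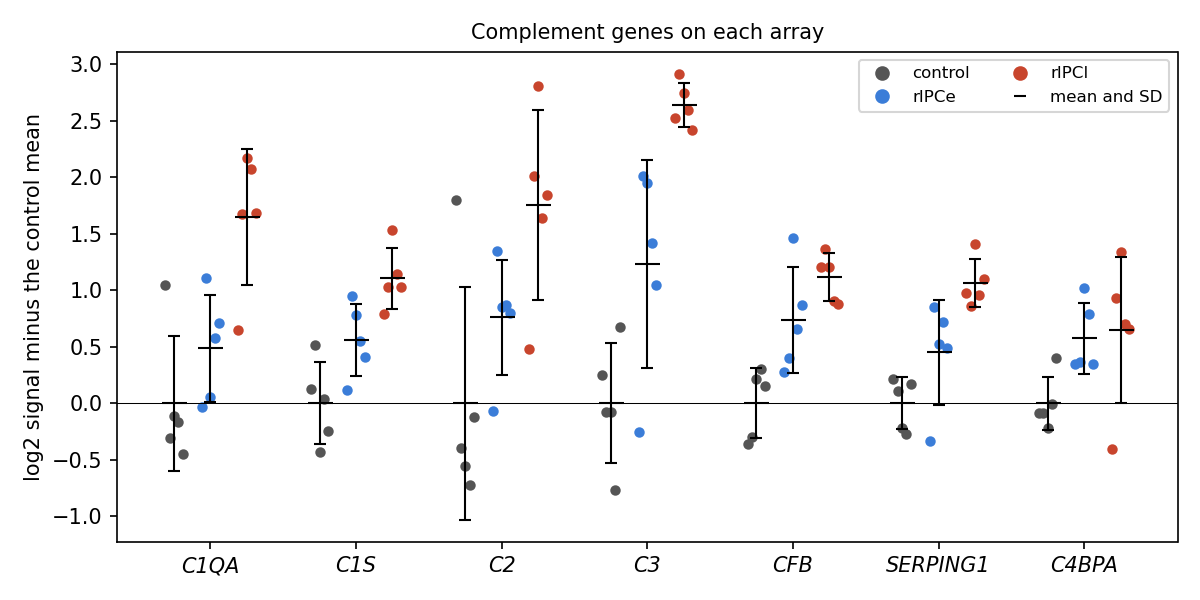
Log2 signal minus the control mean (y axis) of complement genes (x axis) on each array. Points are arrays of the control, rIPCe and rIPCl groups, and bars show the mean and SD of 5 arrays. For C3 the mean difference from the control group is 2.64 in rIPCl.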

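Of the genes of the C1 complex, C1QA had a log2 signal of 10.09 ± 0.60 (SD, n = 5) in the control group, 10.58 ± 0.47 (SD, n = 5) in rIPCe and 11.74 ± 0.60 (SD, n = 5) in rIPCl, a log2 fold change of 1.65 in rIPCl (standard error 0.34, limma adjusted p = 0.0244). The log2 fold changes of C1QB and C1QC were 1.55 (limma adjusted p = 0.0244) and 1.44 (limma adjusted p = 0.0299). For C1S the log2 fold change was 1.10 (standard error 0.20, limma adjusted p = 0.021), with 5 of 5 rIPCl arrays above every control array. C2 rose by 1.75 (standard error 0.49, limma adjusted p = 0.0483), and its other probe by 0.67. Control 1 was far above the other control arrays for C1QA, C1QC and C2, and rIPCl 1 was far below the other rIPCl arrays for C1QB. In rIPCe none of the 5 genes was called after adjustment. With slide as a block or as a random block, none of these 5 genes was called in rIPCl.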

The classical pathway genes C1q, C1s, and C2 were upregulated. 

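C3 had a log2 signal of 9.43 ± 0.53 (SD, n = 5) in the control group, 10.66 ± 0.92 (SD, n = 5) in rIPCe and 12.07 ± 0.20 (SD, n = 5) in rIPCl. Its log2 fold change in rIPCl was 2.64 (standard error 0.37, limma adjusted p = 0.0156), with all 5 rIPCl arrays above all control arrays (exact permutation test, two-sided, p = 0.00794). The other 4 probes of C3 gave 2.30 to 2.70. With each array left out in turn the log2 fold change stayed between 2.45 and 2.81, and the adjusted p stayed at or below 0.0498. In rIPCe the log2 fold change was 1.24 (limma adjusted p = 0.21). Factor B (CFB) rose by 1.11 in rIPCl (standard error 0.21, limma adjusted p = 0.0224) and by 0.73 in rIPCe (limma adjusted p = 0.201). Neither gene was called with slide as a block.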

The alternative pathway genes C3 and factor B were also upregulated. However, complement inhibitors, including serpin peptidase inhibitor, clade G (C1 inhibitor), member 1 (*SERPING1*), C4b-binding protein (*C4BP*), and factor H, were also upregulated.

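SERPING1 had a log2 fold change of 1.06 in rIPCl (standard error 0.20, limma adjusted p = 0.0221) and 0.45 in rIPCe (limma adjusted p = 0.334). All 5 rIPCl arrays were above all control arrays for it. The brightest of 5 probes for C4BPA had a log2 fold change of 0.65 (standard error 0.26, limma adjusted p = 0.138), the others ranged from 0.18 to 1.90, and with slide as a block the brightest probe was 0.79 lower.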

**Fig 7:**
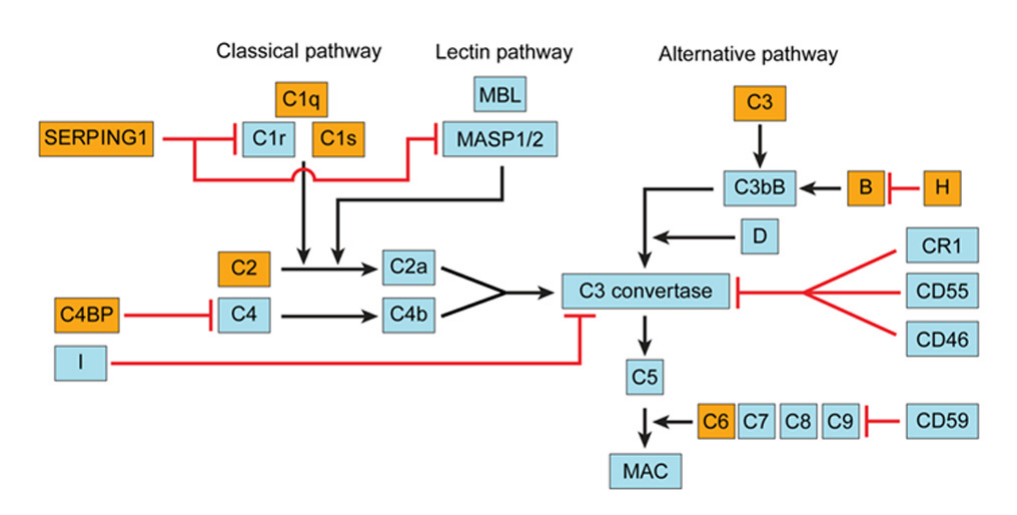
Genes in the complement system with altered expression levels. The yellow boxes indicate upregulated gene expression (fold change ≥2 and p < 0.05). The red lines indicate inhibition.

To confirm complement pathway activation, we performed immunofluorescent staining for C3c, a cleavage product of activated C3 and MAC, using a monoclonal antibody against neoantigen (Fig 8A). C3c and MAC deposition was observed in both the rIPCe and rIPCl groups. The relative fluorescence intensity of C3c and MAC was higher in the rIPCl group than that in the rIPCe group (Fig 8B). Because ERK is activated by sublytic MAC formation, we evaluated P-ERK levels in the renal tissues. The rIPCl group renal tubular cells were strongly positive for P-ERK staining, whereas control group renal tubular cells showed no staining (Fig 8C). MAC and P-ERK colocalization was also detected in the rIPCl group (Fig 8D), and the Pearson's coefficient for MAC and P-ERK colocalization in 12 fields was higher in the rIPCl group than in the control and rIPCe groups (Fig 8E). TUNEL staining revealed that the rIPCl group had fewer apoptotic cells in renal tubules compared with those in the control or rIPCe groups (Fig 8F).

**Fig 8:**
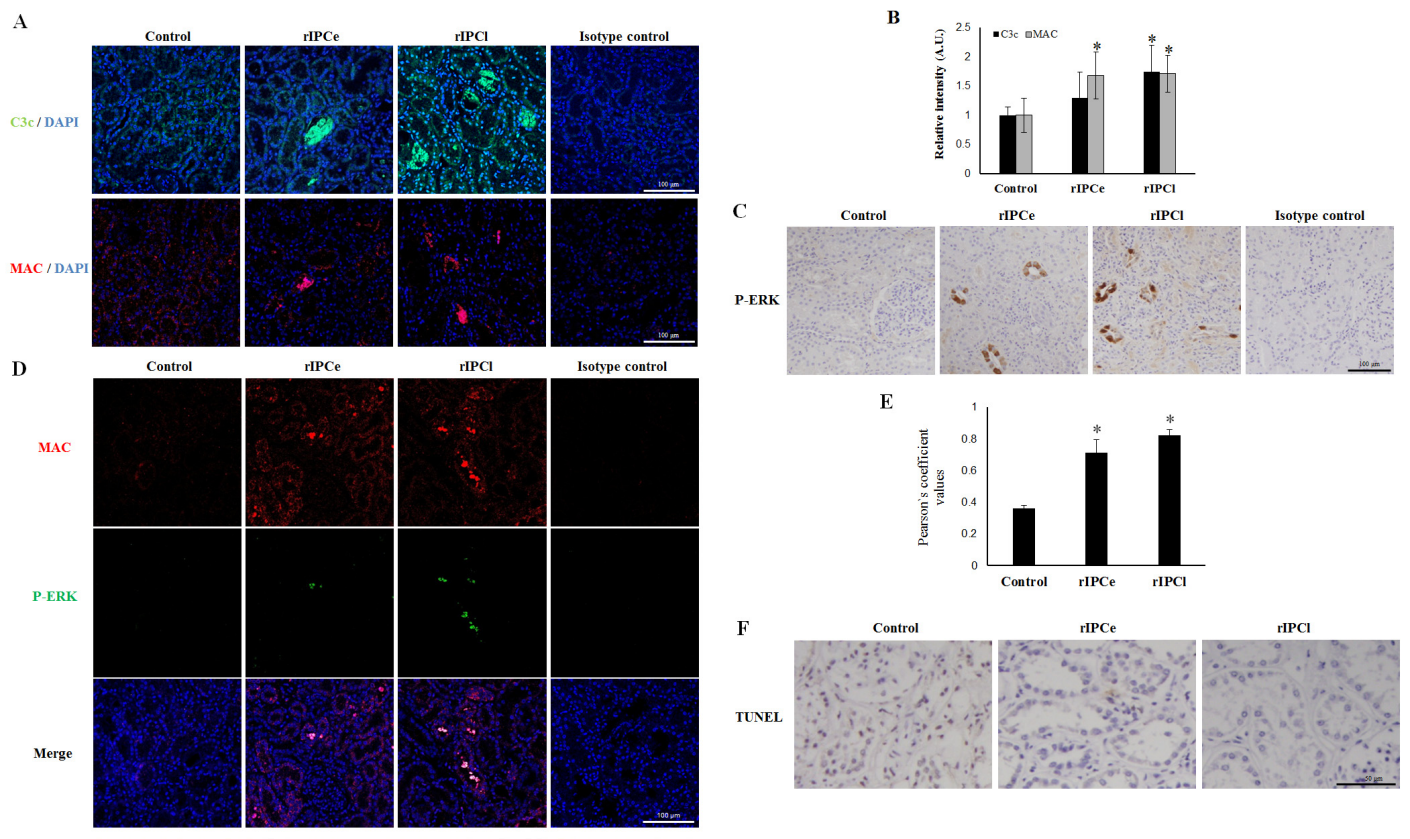
Immunohistochemical analysis of pig renal tissue. (A) C3c (green) and MAC (red) deposition was observed in confocal images of renal tissues, scale bar = 100 μm; DAPI, 4ʹ,6-diamidino-2-phenylindole (blue). (B) Relative fluorescence intensity of C3c and MAC staining was increased in rIPCe and rIPCl, *p < 0.05 vs. Control. (C) P-ERK IHC shows that ERK is activated in rIPCe and rIPCl, scale bar = 100 μm. (D) MAC (red) and P-ERK (green) colocalization was observed in confocal images of renal tissues, scale bar = 100 μm. (E) Pearson's coefficient for MAC and P-ERK colocalization (in 12 fields) was higher in rIPCe and rIPCl, *p < 0.05 vs. Control. (F) TUNEL staining showed fewer apoptotic renal tubular cells in the rIPCl group compared with Control, scale bar = 50 μm. MAC, membrane attack complex; P-ERK, phosphorylated extracellular signal-regulated kinase; rIPCe, remote ischemic preconditioning immediately prior to ischemia (early); rIPCl, remote ischemic preconditioning followed by ischemia 24 hours later (late); TUNEL, terminal deoxynucleotidyl transferase dUTP nick end labeling.

### The coagulation cascade

Many of the differentially expressed genes in the rIPCl group were involved in the coagulation cascade (Fig 9). 

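The coagulation list had a median log2 fold change of 0.07 and a mean of -0.03 in rIPCl relative to the control group, with 11 genes higher and 11 lower (camera adjusted p = 0.634, fry adjusted p = 0.547). Both tests, as used here, look for a shift in one direction, while the paper reports coagulation genes that rose and others that fell. They therefore cannot decide on its mixed change. At the unadjusted criteria 2 genes were higher and 2 lower. A2M and CPB2, which the paper names, were not measured. The median changed sign under several settings, to -0.20 with the mean of all probes of a gene. In limma, 1 gene, PLAT, had an adjusted p under 0.05 over all probes tested, as many as adjusted over the list alone, and 9 had an unadjusted p under 0.05. In rIPCe the median was 0.07 (camera adjusted p = 0.147, fry adjusted p = 0.386), with 0 genes past the adjustment over all probes, 3 adjusted over the list alone and 5 at an unadjusted p under 0.05.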

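Factor IX (F9) had a log2 signal of 8.93 ± 0.45 (SD, n = 5) in the control group, 8.02 ± 1.24 (SD, n = 5) in rIPCe and 7.37 ± 1.02 (SD, n = 5) in rIPCl. Its log2 fold change of -1.56 in rIPCl (standard error 0.57) had a limma adjusted p of 0.102, and 4 of 5 rIPCl arrays were below all control arrays (exact permutation test, two-sided, p = 0.0238). Protein C (PROC) fell by 1.01 in rIPCl (standard error 0.36, limma adjusted p = 0.0986), with 3 of 5 arrays below all control arrays (exact permutation test, two-sided, p = 0.0556). In rIPCe the log2 fold changes were -0.91 for F9 and -0.46 for PROC.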

Plasma thromboplastin antecedent (IX), protein C, and carboxypeptidase B2 (*CPB2*) were downregulated in the rIPCl group. In contrast, alpha 2 macroglobulin (*A2M*), tissue plasminogen activator (*PLAT*), and urokinase-type plasminogen activator (*PLAU*) were upregulated in the rIPCl group.

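PLAT had a log2 signal of 13.19 ± 0.50 (SD, n = 5) in the control group, 14.06 ± 0.47 (SD, n = 5) in rIPCe and 14.25 ± 0.35 (SD, n = 5) in rIPCl. Its log2 fold change in rIPCl was 1.06 (standard error 0.27, limma adjusted p = 0.0387), and its 5 other probes gave 0.76 to 1.15. Without 1 array the adjusted p was as high as 0.0942. SERPINF1 rose by 1.56 (standard error 0.32, limma adjusted p = 0.0244), with 5 of 5 rIPCl arrays above every control array. The thrombin receptor gene F2R had a log2 fold change of 0.75 in rIPCl (limma adjusted p = 0.336) and 1.20 in rIPCe (limma adjusted p = 0.29), and with slide as a block it was 0.84 lower in rIPCl. A2M could not be assigned to a probe.

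**Figure D4:**
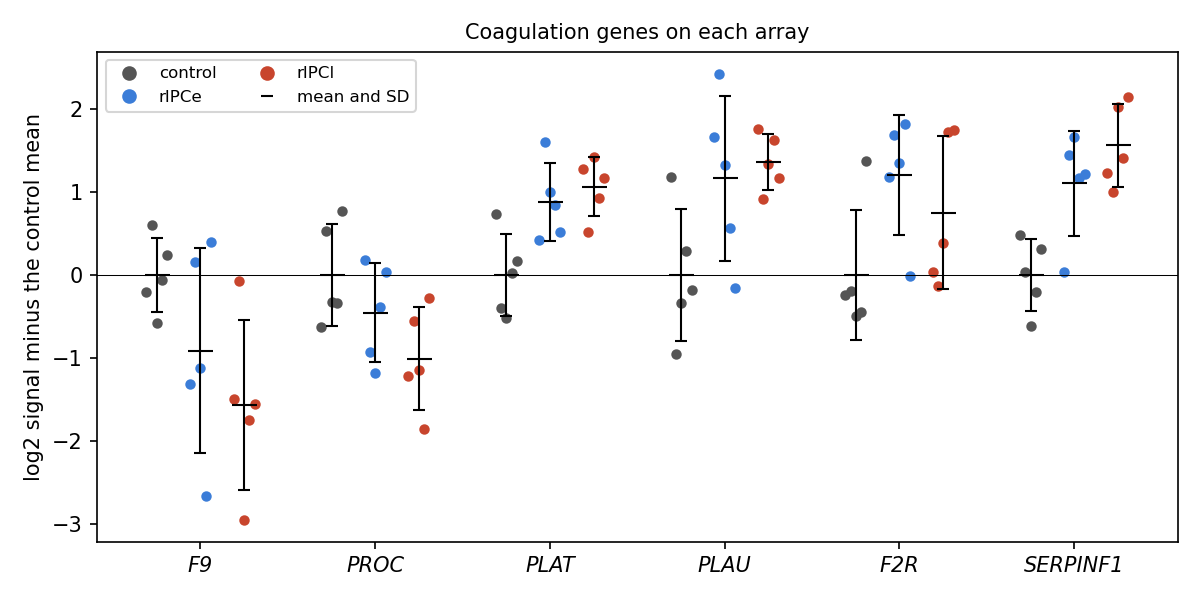
Log2 signal minus the control mean (y axis) of coagulation genes (x axis) on each array. Points are arrays of the control, rIPCe and rIPCl groups, and bars show the mean and SD of 5 arrays. The mean difference in rIPCl is 1.06 for PLAT and -1.56 for F9, whose arrays spread widely.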

**Fig 9:**
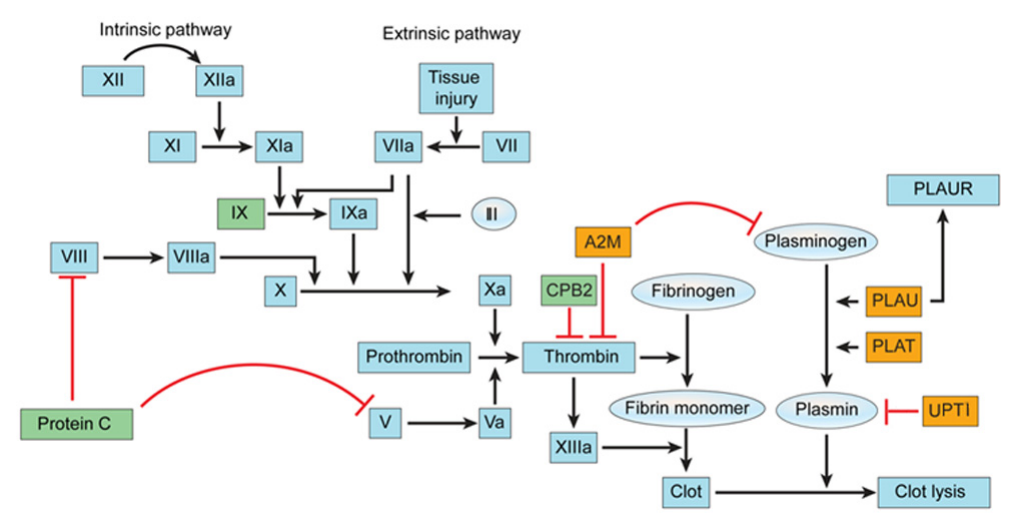
Genes in the coagulation cascade with altered expression levels. Yellow boxes indicate upregulated genes (fold change ≥2 and p < 0.05). Green boxes indicate downregulated genes (fold change ≤-2 and p < 0.05). Red lines indicate inhibition.

We used RT-PCR analysis to validate the gene expression changes detected during the microarray analysis. The mRNA levels of *A2M*, *PLAT*, and uterine plasmin trypsin inhibitor (*UPTI*) were elevated in both the rIPCe and rIPCl groups when compared with those in the control group (S1 Fig). While the *A2M* mRNA level in the rIPCl group was not upregulated to the same degree as that in the rIPCe group, the *A2M* expression levels in both groups were markedly elevated compared to that of the control group. These results were consistent with the microarray data. However, the RT-PCR analysis did not demonstrate any changes in the *PLAU* expression level in either the rIPCe or rIPCl groups, which contradicted the microarray data indicating that *PLAU* expression was upregulated in the rIPCl group (S1 Fig).

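On the arrays, PLAU had a log2 signal of 11.47 ± 0.79 (SD, n = 5) in the control group, 12.63 ± 1.00 (SD, n = 5) in rIPCe and 12.83 ± 0.34 (SD, n = 5) in rIPCl. Its log2 fold change was 1.36 in rIPCl (standard error 0.45, limma adjusted p = 0.0784) and 1.16 in rIPCe (standard error 0.45, limma adjusted p = 0.281). Of the rIPCl arrays, 3 of 5 were above all control arrays (exact permutation test, two-sided, p = 0.0238).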

### Cytokines and cytokine receptors

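The list of cytokines and receptors, chosen by the form of their gene symbols, held 99 genes on the array. In rIPCl its median log2 fold change relative to the control group was 0.46 (camera adjusted p = 0.000129, fry adjusted p = 0.0785), and 4 of 5 rIPCl arrays had a higher median than any control array. In rIPCe the median was 0.09 (camera adjusted p = 0.0583, fry adjusted p = 0.713), and subtraction of the 75th percentile took it to 0.10 and past the threshold of camera. In limma, 13 genes in rIPCl had an adjusted p under 0.05 over all probes tested and 41 adjusted over the list alone. In rIPCe the 2 counts were 0 and 0, and 13 genes had an unadjusted p under 0.05.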

S4 Table lists the cytokines and cytokine receptors that the microarray analysis identified as differentially expressed in the rIPCe and rIPCl groups. Most of the cytokines and cytokine receptors were upregulated in the rIPCl group compared to those in the control group. 

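Of the 20 genes of S4 Table, 18 could be assigned to a probe, and 17 of them were higher in rIPCl than in the control group. At the unadjusted criteria 15 were higher and 1 lower, and 9 had an adjusted p under 0.05 over all probes tested, against 18 adjusted over the list alone, which the study chose on these samples. In rIPCe, 1 was higher and 1 lower at the unadjusted criteria, 4 had an unadjusted p under 0.05, and limma called 0 at either adjustment. CCL27, the gene that fell, went from a log2 signal of 9.02 ± 1.41 (SD, n = 5) in the control group to 5.81 ± 0.30 (SD, n = 5) in rIPCl, a log2 fold change of -3.21 (standard error 0.69, limma adjusted p = 0.0271). Among these genes CXCL9 had the largest rise, 3.34 (standard error 0.98, limma adjusted p = 0.0559), and with slide as a block it was 1.48 lower.

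**Figure D5:**
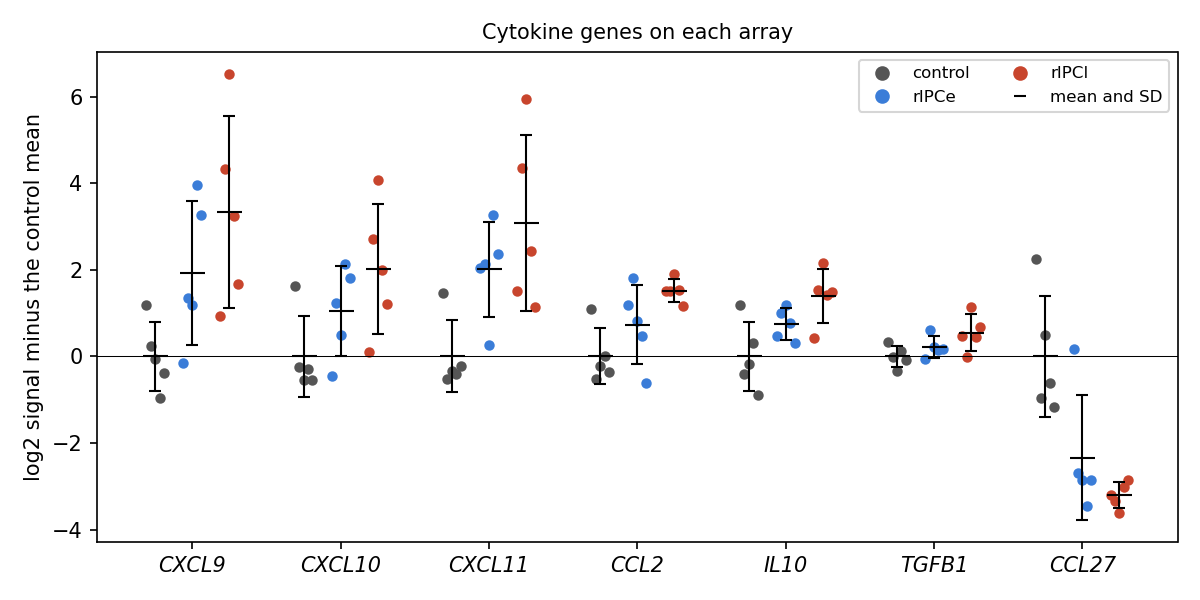
Log2 signal minus the control mean (y axis) of cytokine genes (x axis) on each array. Points are arrays of the control, rIPCe and rIPCl groups, and bars show the mean and SD of 5 arrays. CCL27 is -3.21 and CXCL9 3.34 in rIPCl on average, with a wide spread for CXCL9.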

We performed RT-PCR to validate the expression levels of interleukin 10 (IL-10) and transforming growth factor beta 1 (TGF-β1). The *IL-10* and *TGF-β1* mRNA levels were upregulated in both the rIPCe and rIPCl groups compared to those in the control group, confirming the microarray results (S1 Fig and S4 Table). 

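On the arrays, IL10 had a log2 signal of 6.42 ± 0.79 (SD, n = 5) in the control group, 7.18 ± 0.37 (SD, n = 5) in rIPCe and 7.83 ± 0.62 (SD, n = 5) in rIPCl. Its log2 fold change was 1.40 in rIPCl (standard error 0.37, limma adjusted p = 0.0421) and 0.75 in rIPCe (standard error 0.37, limma adjusted p = 0.376). The brighter of 2 probes for TGFB1 had a log2 fold change of 0.55 in rIPCl (standard error 0.20, limma adjusted p = 0.0982) and 0.22 in rIPCe (limma adjusted p = 0.633). The other probe gave 0.92 in rIPCl (limma adjusted p = 0.0249). For IL10 and for the brighter probe of TGFB1, 4 of 5 rIPCl arrays and 1 of 5 rIPCe arrays were above all control arrays.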

The RT-PCR also verified that the M2 mononuclear phagocyte marker, arginase-1 (*ARG-1*) mRNA expression level was upregulated in both the rIPCe and rIPCl groups (S1 Fig).

## Discussion

Renal IRI, which is caused by cardiopulmonary bypass, partial nephrectomy, and renal transplantation, is an emerging clinical problem, because acute renal injury can result in end-stage renal disease [32]. Chronic kidney disease increases the risk of death and cardiovascular morbidity, even when dialysis is unnecessary [33]. With this in mind, IPC may be an alternative strategy to preserve renal function after IRI.

In our previous study, we demonstrated that remote IPC with the late window group had lower urinary kidney injury molecule-1 (KIM-1) and neutrophil gelatinase-associated lipocalin (NGAL) levels than the control group following IRI [31]. Gardner *et al*. also demonstrated that remote IPC has a renoprotective effect in renal IRI in a porcine model [16]. Our results demonstrate that numerous gene expression levels were altered in the rIPC groups, especially in the rIPCl group. Hanto et al. verified that intraoperative administration of inhaled carbon monoxide reduces delayed graft function in a porcine delayed kidney transplantation model [34]. In that study, the authors hypothesized that the expression of antioxidant, proinflammatory, and reparative gene families improved renal function. Jun et al. performed a microarray study demonstrating a protective effect for IPC in a lung IRI model [29]. In their study, the differentially expressed genes had roles in inflammation, apoptosis, oxidation, antioxidation, and metabolism. While their study evaluated lung tissue rather than renal tissue, the microarray analysis results are similar to those from our present study, which provides additional evidence for our hypothesis that IPC affects numerous pathways rather than one specific pathway. Our microarray data suggest that IPC induces changes in the complement system, the coagulation cascade, and various cytokines and cytokine receptors.

### The complement system

Of the three major complement pathways, the alternative and classical pathways are active in the kidney [35, 36]. A previous study confirmed that the complement system, especially the C3 protein, plays a major role in tissue damage in IRI [37]. In our study, the classical pathway proteins C1s, C1q, and C2 and the alternative pathway protein C3 were upregulated in the rIPCl group. However, inhibitors of these proteins (*SERPING1*, *C4BP*, and factor H) were also upregulated. In a kidney transplantation model, Castellano et al. demonstrated that C1 inhibitor infusion significantly reduced tubular damage and tubular epithelial cell apoptosis [38]. These authors concluded that classical and lectin pathway inhibition may provide an alternative therapeutic approach for renal IRI. Other studies demonstrated that a mutation in the factor H gene, a regulator of the alternative pathway, is a risk factor for some renal diseases, which supports the idea that complement inhibition has beneficial effect in IRI [39]. Factor H also has a major role in renal IRI, and a recombinant form of factor H reduces complement activation in the tubulointerstitium after renal IRI [40].

Our microarray data demonstrated upregulation of various complement cascade proteins and IRI-protective regulatory proteins, such as *SERPING1* and Factor H. These results suggest that IPC may reduce IRI damage by neutralizing the complement cascade. We did detect increased C3c and MAC staining in rIPCe and rIPCl tissues; however, phosphorylated ERK colocalized with MAC. The colocalization data suggest that sublytic concentrations of MAC were present in the tissue [41]. Sublytic MAC concentrations reduce the infarction size in hearts [42]. Furthermore, sublytic MAC concentrations induce proliferation in specific cells, such as human aortic smooth muscle cells [43]. Sublytic doses of MAC desensitize cells and make them resistant to cell lysis through ERK activation [44]. Our TUNEL results demonstrated that there were fewer apoptotic cells in the rIPCl group than in the control and rIPCe groups, which agrees with previous studies.

### The coagulation cascade

In our study, we stopped blood flow to produce renal IRI. As a result, coagulation cascade-related genes, such as *PLAT*, *CPB2*, and *A2M*, were differentially expressed in the rIPCl group. These data suggest that IPC may reduce ischemic injury by lysing blood clots. However, these genes may also regulate non-coagulation cascade pathways. Roelofs et al. showed that *PLAT* expression reduces neutrophil influx and preserves renal function during renal IRI using *PLAT* knockout mice [45]. Therefore, *PLAT* may also play an anti-inflammatory role in IPC. *CPB2* mRNA expression was downregulated in the rIPCl group compared with the control group in our study. *CPB2* is a thrombin-activated fibrinolysis inhibitor that eliminates fibrin carboxyl-terminal residues [46]. CPB2 downregulation may be beneficial during IRI, because reduced *CPB2* expression increases fibrinolysis. The microarray analysis also showed that *A2M* expression increased in both the rIPCe and rIPCl groups (2.00- and 2.86-fold changes, respectively), which was verified by RT-PCR. *A2M* inhibits coagulation by inactivating thrombin and inhibits clot lysis by inactivating plasmin [47]. *A2M* also inhibits proteolysis by reducing protease activity [48]. Therefore, *A2M* may reduce ischemic injury following remote IPC by inhibiting coagulation and proteolysis.

### Cytokines and cytokine receptors

CXCL10 and CXCL11 were upregulated in the rIPCe and rIPCl groups in our study. 

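On the arrays, CXCL10 had a log2 fold change of 2.02 in rIPCl (standard error 0.70, limma adjusted p = 0.0885) and 1.04 in rIPCe (limma adjusted p = 0.515). CXCL11 rose from a log2 signal of 5.47 ± 0.83 (SD, n = 5) in the control group to 7.48 ± 1.10 (SD, n = 5) in rIPCe and 8.54 ± 2.03 (SD, n = 5) in rIPCl. Its log2 fold change was 3.07 in rIPCl (standard error 0.83, limma adjusted p = 0.0453) and 2.01 in rIPCe (limma adjusted p = 0.304), with 4 of 5 arrays of each group above all control arrays (exact permutation test, two-sided, p = 0.0159 in each). Control 1 lay far above the other control arrays for both genes. With slide as a block, CXCL10 was 0.91 lower in rIPCl than in the control group.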

IFN-γ, which is a major macrophage activator, may upregulate the expression of chemokines, such as CXCL9, CXCL10, and CXCL11, in renal proximal tubular epithelial cells [49]. Fibronectin and fibrinogen can then bind to CXCL10 and CXCL11, and the interaction between fibronectin and CXCL11 potentiates wound repair [50]. The anti-inflammatory IL-10 was also upregulated in the rIPCl group. Administering exogenous IL-10 to normal rats stimulates mesangial cell growth, both *in vitro* and *in vivo* [51]. Mesangial cells are critical for maintaining renal function, because they provide structural support to the glomerulus and affect the glomerular filtration rate [52]. In addition, increased IL-10 levels decreased proteinuria and reduced interstitial fibrosis and glomerulosclerosis in a 5/6 nephrectomized rat model [53]. IL-10 also regulates the synthesis of cystatin C, which controls mesangial cell proliferation [54, 55]. Therefore, IL-10 may reduce ischemic injury by promoting mesangial cell proliferation and viability after remote IPC.

TGF-β, another anti-inflammatory cytokine, was upregulated in both rIPC groups compared with the control group. In the kidney, only mesangial cells secrete and activate TGF-β [56]. TGF-β can cause renal epithelial cell hypertrophy [57]. Mesangial cells initiate compensatory renal hypertrophy, even though tubular cells are the major players in the hypertrophic process [58]. Sinuani et al. verified that mesangial cells control the degree of compensatory tubular cell hypertrophy by regulating TGF-β-induced IL-10 expression levels [58]. IL-10 synthesis inhibition in mesangial cells results in a significant TGF-β expression reduction in remnant kidneys. Consequently, there is a 25% reduction in compensatory tubular cell hypertrophy. Taken together, these findings suggest that IPC may contribute to anti-inflammatory effects and tubular cell reproduction by altering IL-10 and TGF-β gene expression. To our knowledge, there are no reports on the roles of IL-10 or TGF-β in relation to the molecular mechanism of remote IPC. Further work is needed to verify the roles of IL-10 and TGF-β in remote IPC and to determine their roles in the kidney.

## Conclusions

These results suggest that remote IPC produces renoprotective effects in renal IRI through multiple mechanisms rather than one specific pathway. Remote IPC produces expression changes in genes related to inflammatory cytokines and cytokine receptors, apoptosis, oxidation and antioxidation, ion channels and aquaporins, metabolism, and the cytoskeleton. Our data suggest that the complement system, the coagulation cascade, and various cytokines and cytokine receptors are the major mechanisms of remote IPC. 

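Tested directly between the 2 preconditioned groups, 229 probes differed at the unadjusted criteria, 119 higher and 110 lower in rIPCl than in rIPCe. After adjustment limma called 0 probes, with 1677 at an unadjusted p under 0.05, while the methods' t-test called 1 probe and the Welch form of it 0. With slide as a block this comparison leaves rIPCl 1 alone against rIPCe 4 and 5, so a count of calls cannot decide it. The complement list was higher in rIPCl than in rIPCe by a median log2 fold change of 0.28 (camera adjusted p = 0.00314, fry adjusted p = 0.164), with 20 of 27 genes higher. The cytokine and receptor list was higher by 0.32 (camera adjusted p = 7.97e-08, fry adjusted p = 0.113), with 83 of 99 genes higher. The coagulation list had a median of -0.07 (camera adjusted p = 0.318, fry adjusted p = 0.759), with 8 of 22 genes higher. With slide as a block, again on rIPCl 1 alone, the medians of the complement and cytokine lists were 0.01 and 0.02. That array was the lowest of its group for the complement list. These medians therefore cannot decide whether the lists differ between the groups. Of the 65 genes the paper names that could be assigned to a probe, 61 lay further from the control group in rIPCl than in rIPCe. The paper named part of them for their change in rIPCl on the same arrays, which favours a larger distance there, while the 31 from S2 Table, of which 29 lay further, were chosen for a change in both groups. In all, 0 of the 65 differed between these groups in limma at an adjusted p under 0.05, with 10 at an unadjusted p under 0.05. From the data, the paper proposes that the complement system, the coagulation cascade and cytokines with their receptors act in remote IPC.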

The changes in these pathways were more pronounced when renal IRI was performed 24 hours after remote IPC rather than immediately afterwards. This study did not determine the optimal time frame to perform remote IPC prior to renal IRI; however, our results provide further evidence that remote IPC is renoprotective for renal IRI. Future studies will focus on elucidating the optimal time window for remote IPC and further defining the functional roles of the various genes identified in this study.

## Supporting Information

S1 Fig RT-PCR analysis of seven genes with altered expression levels according to the microarray data. Glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*) was used as an internal control.
(TIF) Click here for additional data file.

S1 Table Summary of primer sequences used in this study. (DOCX) Click here for additional data file.

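A primer pair marks the ends of the stretch of cDNA that RT-PCR copies, so each gene measured needs a pair of its own. The table lists pairs for 8 genes, among them GAPDH as the internal control. The pair listed for alpha 2 macroglobulin, TCCACGGAGAAGAACTGCTG and CCACGTAGTACACGATGGGC, is identical to the pair listed for transforming growth factor beta-1.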

S2 Table Representative list of 45 out of the 179 genes with altered expression levels in the rIPCe and rIPCl groups. (DOCX) Click here for additional data file.

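A ratio in the table divides the average normalized signal of a preconditioned group by that of the control group, so values under 1 stand for genes that were lower after preconditioning. On the arrays as processed here, DUOX1 had a ratio of 1.91 in rIPCe and 2.73 in rIPCl, made from the difference of mean log2 signals (log2 fold changes 0.94 and 1.45, limma adjusted p = 0.225 and 0.027).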

S3 Table Pathway signature of IPC identified by DAVID. (DOCX) Click here for additional data file.

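DAVID compares how many genes of a submitted list belong to a pathway with how many would belong to it by chance, given a background of genes. The table names the pathways found in this way and the altered genes that belong to each. The gene sets of that version of DAVID were not used here, and the pathways were tested instead through lists of their genes with a value for every measured member, altered or not.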

S4 Table Cytokines and cytokine receptors with altered gene expression levels. (DOCX) Click here for additional data file.

# Supplementary material for: Renoprotective Mechanism of Remote Ischemic Preconditioning Based on Transcriptomic Analysis in a Porcine Renal Ischemia Reperfusion Injury Model
**Source:** PLoS One. 2015 Oct 21;10(10):e0141099. doi: 10.1371/journal.pone.0141099
**Supplement:** S1 Table

**S1 Table. Summary of primer sequences**

| Gene Name | Primer Sequence | |
| --- | --- | --- |
| Alpha 2 macroglobulin | Forward | 5'- TCC ACG GAG AAG AAC TGC TG-3' |
|  | Reverse | 5'- CCA CGT AGT ACA CGA TGG GC -3' |
| Urokinase-type plasminogen activator | Forward | 5'- CTG ACC CAC AGT GGA AAA CG -3' |
|  | Reverse | 5'- GTG GGC TAG GCC ATT CTC TC -3' |
| Tissue plasminogen activator | Forward | 5'- AGG TCC CCA GGA GAG AGG TT -3' |
|  | Reverse | 5'- CAG CCT ATA CGT TCT GCC CA -3' |
| Uterine plasmin trypsin inhibitor | Forward | 5'- TGC CAG AGC TTT GTC TAC GG -3' |
|  | Reverse | 5'- TCA GAA GCA CAG TTA CCC CG -3' |
| Interleukin-10 | Forward | 5'- CTG GAA GAC GTA ATG CCG AA -3' |
|  | Reverse | 5'- GCT CTT GTT TTC ACA GGG CA -3' |
| Transforming growth factor beta-1 | Forward | 5'- TCC ACG GAG AAG AAC TGC TG -3' |
|  | Reverse | 5'- CCA CGT AGT ACA CGA TGG GC -3' |
| Arginase-1 | Forward | 5'- TAC TGG GCG GAG ACC ACA GT -3' |
|  | Reverse | 5'- CCA CCC AAA TGA CAC AGA GAT CT -3' |
| Glyceraldehyde-3-phosphate dehydrogenase | Forward | 5'- GAG AAG TAT GAC AAC TCC CTC AAG A -3' |
|  | Reverse | 5'- CAT CAA AAG TGG AAG AGT GAG TGT C -3' |

# Supplementary material for: Renoprotective Mechanism of Remote Ischemic Preconditioning Based on Transcriptomic Analysis in a Porcine Renal Ischemia Reperfusion Injury Model
**Source:** PLoS One. 2015 Oct 21;10(10):e0141099. doi: 10.1371/journal.pone.0141099
**Supplement:** S2 Table

**S2 Table.** **Representative list of 45 out of the 179 genes with altered expression levels in the rIPCe and rIPCl groups.**

*Ratio: normalized average signal relative values of the rIPCe group versus the control group and the rIPCl group versus the control group. rIPCe, remote ischemic preconditioning with an early time window; rIPCl, remote ischemic preconditioning with a late time window.

# Supplementary material for: Renoprotective Mechanism of Remote Ischemic Preconditioning Based on Transcriptomic Analysis in a Porcine Renal Ischemia Reperfusion Injury Model
**Source:** PLoS One. 2015 Oct 21;10(10):e0141099. doi: 10.1371/journal.pone.0141099
**Supplement:** S3 Table

**S3 Table. Pathway signature of IPC identified by DAVID.**

| **Category and Pathway** | | **%** | **P Value** | **Genes** |
| --- | --- | --- | --- | --- |
| **BIOCARTA** | |  |  |  |
|  | Adhesion and Diapedesis of Lymphocytes | 2.1 | < 0.001 | VCAM1, ITGAL, SELL, MADCAM1, ITGB2, ITGA4 |
|  | Cells and Molecules involved in local acute inflammatory response | 2.1 | 0.001 | VCAM1, ITGAL, C3, C6, ITGB2, ITGA4 |
|  | Alternative Complement Pathway | 1.8 | 0.001 | CFP, C3, CFB, C6, C2 |
|  | Complement Pathway | 2.1 | 0.001 | C1QA, C3, CFB, C6, C1S, C2 |
|  | Classical Complement Pathway | 1.8 | 0.002 | C1QA, C3, C6, C1S, C2 |
|  | Adhesion Molecules on Lymphocyte | 1.4 | 0.006 | ITGAL, SELL, ITGB2, ITGA4 |
|  | Monocyte and its Surface Molecules | 1.4 | 0.012 | ITGAL, SELL, ITGB2, ITGA4 |
|  | T Helper Cell Surface Molecules | 1.4 | 0.015 | ITGAL, CD3E, ITGB2, THY1 |
|  | T Cytotoxic Cell Surface Molecules | 1.4 | 0.015 | ITGAL, CD3E, ITGB2, THY1 |
|  | Stathmin and breast cancer resistance to antimicrotubule agents | 1.4 | 0.019 | CCNB1, CDK1, CAMK4, STMN1 |
|  | CTL mediated immune response against target cells | 1.4 | 0.028 | ITGAL, CD3E, ITGB2, FAS |
|  | Neutrophil and Its Surface Molecules | 1.1 | 0.049 | ITGAL, SELL, ITGB2 |
| **REACTOME PATHWAY** | |  |  |  |
|  | Signaling in Immune system | 9.2 | < 0.001 | ITGAL, OLR1, CD3E, SELL, C3, CFB, C6, ICAM3, TLR2, SLC7A9, ITGB2, CD40, C1S, ITGA4, C1QC, TLR9, PROC, VCAM1, C1QA, CD48, C1QB, DOK2, MADCAM1, C2, FN1, TYROBP |
|  | Hemostasis | 7.1 | < 0.001 | PLAT, ITGAL, A2M, OLR1, SELL, CLU, F9, SLC7A9, SERPING1, ITGB2, ITGA4, SOD1, PROC, TIMP1, CD48, DOK2, FIGF, PLAU, SYK, FN1 |
|  | Integrin cell surface interactions | 2.8 | 0.020 | VCAM1, ITGAL, ICAM3, MADCAM1, ITGB2, VTN, ITGA4, FN1 |
|  | Biological oxidations | 3.2 | 0.045 | GSTA2, CYP24A1, CYP1A1, SLC35D1, FMO1, MAOA, CYP2R1, GSTO1, CYP4F2 |
| **PANTHER PATHWAY** | |  |  |  |
|  | Inflammation mediated by chemokine and cytokine signaling pathway | 7.1 | < 0.001 | PIK3CG, ITGAL, CCL2, CCL8, ITGB2, ITGA4, CCL27, CXCL10, CCRL2, COL14A1, COL7A1, CCL20, CCR5, CCL21, RGS4, CCR2, COL6A3, PLCD4, JAK3, RHOF |
|  | Integrin signalling pathway | 4.6 | 0.014 | PIK3CG, ITGAL, DOCK2, COL14A1, COL7A1, MAPK4, COL6A3, ITGB2, ITGA4, COL8A1, RHOF, COL5A1, FN1 |
|  | Blood coagulation | 2.1 | 0.016 | PLAT, A2M, SERPINF1, F9, PLAU, PROC |
|  | Plasminogen activating cascade | 1.4 | 0.021 | PLAT, SERPINF1, CPB2, PLAU |
| **KEGG PATHWAY** | |  |  |  |
|  | Complement and coagulation cascades | 6.3 | < 0.001 | PLAT, A2M, CFB, C3, C6, F9, SERPING1, C4BPA, C1S, C1QC, PROC, C1QA, C1QB, CFH, C2, CPB2, PLAU, F2R |
|  | PPAR signaling pathway | 3.5 | < 0.001 | CPT2, ACSL1, ACADM, OLR1, APOC3, SLC27A2, DBI, SCP2, CPT1A, PLTP |
|  | Cytokine-cytokine receptor interaction | 6.9 | < 0.001 | CCL2, CXCL2, CXCL9, CCL19, CCL8, CD40, CXCL11, CCL27, IL10, CXCL10, TNFSF13B, CCL20, CCR5, CCL21, IL10RA, CCR2, FAS, XCL1, FIGF, LTB |
|  | Chemokine signaling pathway | 5.6 | 0.001 | PIK3CG, CCL2, CXCL2, CXCL9, CCL19, CCL8, CXCL11, CCL27, CXCL10, DOCK2, CCL20, CCR5, CCL21, CCR2, JAK3, XCL1 |
|  | Systemic lupus erythematosus | 3.8 | 0.001 | C1QA, C1QB, CD86, C3, C6, C1S, CD40, C2, C1QC, FCGR3B, IL10 |
|  | Intestinal immune network for IgA production | 2.4 | 0.004 | CD86, TNFSF13B, MADCAM1, ITGA4, CD40, CCL27, IL10 |
|  | Cell adhesion molecules (CAMs) | 3.8 | 0.007 | VCAM1, ITGAL, CD86, SELL, ICAM3, VCAN, MADCAM1, ITGB2, ITGA4, CD40, PDCD1LG2 |
|  | Glycine, serine and threonine metabolism | 1.7 | 0.014 | CTH, GATM, SDS, MAOA, BHMT |
|  | Prion diseases | 1.7 | 0.022 | C1QA, C1QB, C6, SOD1, C1QC |
|  | Primary immunodeficiency | 1.7 | 0.022 | CD3E, CD79A, JAK3, CD40, BLNK |
|  | Arginine and proline metabolism | 2.1 | 0.023 | ACY1, GATM, P4HA1, MAOA, GLUD1, GLS |
|  | Nitrogen metabolism | 1.4 | 0.033 | CTH, GLUD1, GLS, CA4 |
|  | Toll-like receptor signaling pathway | 2.8 | 0.036 | PIK3CG, CD86, TLR2, CXCL9, CD40, CXCL11, TLR9, CXCL10 |
| **BBID** | |  |  |  |
|  | Chemokine_families | 2.8 | 0.001 | CCL2, CCL20, CCL21, CXCL9, CCL8, CCL19, CXCL11, CXCL10 |

# Supplementary material for: Renoprotective Mechanism of Remote Ischemic Preconditioning Based on Transcriptomic Analysis in a Porcine Renal Ischemia Reperfusion Injury Model
**Source:** PLoS One. 2015 Oct 21;10(10):e0141099. doi: 10.1371/journal.pone.0141099
**Supplement:** S4 Table

**S4 Table. Cytokines and cytokine receptors with altered gene expression levels.**

|  |  | Ratio* | |
| --- | --- | --- | --- |
| Symbol | Function | rIPCe | rIPCl |
| **Chemokines** |  |  |  |
| CCL2 | Attracts monocytes, memory T cells, and dendritic cells | 1.61 | 2.67 |
| CCL8 | Attracts human leukocytes | 2.05 | 2.99 |
| CCL19 | Attracts dendritic cells, B cells, and memory T cells | 1.49 | 3.01 |
| CCL20 | Attracts lymphocytes and neutrophils | 1.59 | 2.56 |
| CCL21 | Attracts lymphocytes | 1.67 | 2.60 |
| CCL27 | Attracts memory T cells | 0.19 | 0.11 |
| CCR2 | Receptor for CCL2 | 1.88 | 2.22 |
| CCR5 | Receptor for CCL2, 3, and 4 | 1.78 | 3.22 |
| CXCL2 | Attracts polymorphonuclear leukocytes and hematopoietic stem cells | 1.24 | 2.18 |
| CXCL9 | Attracts T cell | 3.80 | 10.15 |
| CXCL10 | Attracts monocytes/macrophages, T cells, NK cells, and dendritic cells | 1.87 | 4.00 |
| CXCL11 | Attracts activated T cells | 4.09 | 8.50 |
| XCL1 | Attracts T cell | 1.32 | 2.14 |
| **Tumor necrosis factor** | | | |
| CD40 | T cell-dependent immunoglobulin class switching, memory B cell development, and germinal center formation | 1.61 | 2.68 |
| FAS | Programmed cell death | 1.54 | 2.66 |
| TNFSF13B | Proliferation and differentiation of B cells | 1.36 | 2.13 |
| LTB | Induces inflammatory response and is involved in normal development of lymphoid tissue | 2.22 | 3.56 |
| **Interleukin** |  |  |  |
| IL-10 | Regulates immune response and inflammation | 1.69 | 2.65 |
| IL10RA | Receptor for interleukin 10 | 1.80 | 3.12 |
| **TGF-β family** |  |  |  |
| TGF-β1 | Regulates immune response and inflammation | 1.32 | 2.00 |

*Ratio: normalized average signal relative values of the rIPCe group versus the control group and the rIPCl group versus the control group. rIPCe, remote ischemic preconditioning with an early time window; rIPCl, remote ischemic preconditioning with a late time window.

How the deposited data were processed for this re-analysis (not part of the article)

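Kidney RNA from 15 pigs, 5 without preconditioning (control), 5 preconditioned immediately before ischemia (rIPCe) and 5 preconditioned in the late time window (rIPCl), was hybridised to single-colour Agilent porcine arrays, 1 array per pig. The authors deposited the output of Agilent Feature Extraction 11.0.1.1 for every array and a table with 1 value per probe. The deposited values in both are intensities on a linear scale, which, per the file headers, the authors' scanner software had background-corrected and detrended within each array and had not normalized between arrays. The deposited table equals the mean processed signal of each probe's spots for all 43603 probes, so it holds neither the log2 transformation nor the quantile normalization that the paper's methods name, and both were done here.

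Every array held 43803 spots other than control spots, of which 43553 probes had 1 spot each and 50 had 5. Spots marked as outliers by the software were treated as missing, which left 182 probes with at least 1 missing value. Processed signals were transformed to log2 and quantile normalized over the 15 arrays, and spots of a probe were averaged. Signal over background sets what the arrays can show. The median percentage of spots well above background was 67.7% on the control arrays, 70.6% on the rIPCe arrays and 73.2% on the rIPCl arrays. On at least 1 array 36660 probes were well above background, and 29864 were so on all arrays of at least 1 group. The median signal per array was 70.1 to 98.7 in the control group, 75.7 to 110 in rIPCe and 64.4 to 90.2 in rIPCl. The number of arrays limits the precision.

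A linear model with a mean for each of the 3 groups was fitted to all probes with limma 3.58.1 (lmFit and eBayes) in R 4.3.3 with data.table 1.17.8, and rIPCl versus control, rIPCe versus control and rIPCl versus rIPCe were tested. Probes were counted at the paper's criteria, a fold change of at least 2 and an unadjusted p under 0.05, and also with the Benjamini-Hochberg adjusted p in place of the unadjusted one. Probes altered in either comparison with the control group were divided by k-means with 2 clusters and 25 starts. Exact permutation tests of single genes were two-sided over the 252 assignments of 10 arrays to 2 groups of 5. Fold changes were differences of mean log2 signals.

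Probes are listed by transcript or EST accession, by cluster identifier (12990) or by their own name (5225), and 6686 were given a gene symbol through RefSeq accessions. The 8220 probes listed by Ensembl transcript matched 0 transcripts of the annotation used and stayed without a symbol. The value of a gene is that of its probe with the highest mean signal. Genes were named by a rule set beforehand: every gene that the paper names as measured on the array in its results, its discussion or S2 and S4 Tables or lists for the 3 pathways, the RT-PCR genes and GAPDH, the urinary markers HAVCR1 and LCN2, and for each comparison with the control group the 10 genes of largest change among those with an adjusted p under 0.05 whose arrays all lay on one side of all control arrays and which were well above background on all arrays of a group. This last rule was met by 168 genes in rIPCl and 0 in rIPCe. Of 86 genes the paper names, 65 could be assigned to a probe and 21 could not, among them A2M, CPB2, UPTI and HAVCR1. The result of 1 gene that the paper names is not reported here by itself.

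Gene lists for the complement system, the coagulation cascade, cytokines and their receptors, the cell cycle, the proximal tubule, the distal nephron, podocytes, endothelium, fibroblasts, macrophages, T and NK cells, B cells, interferon response, tubular injury, antioxidant enzymes and apoptosis were tested with camera (preset correlation 0.01) and fry, over the 14 lists with more than 2 measured genes. In rIPCl versus control, camera gave adjusted p values of 0.0583 for the proximal tubule (median log2 fold change -0.45), 0.842 for the distal nephron, 0.844 for endothelium and 0.842 for tubular injury (median 0.24). The podocyte and B cell lists had 2 measured genes each, with medians of -0.31 and 0.32, and were not tested.

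The pipeline was tested on simulated data with 200 of 43603 probes changed. Their noise was drawn independently for each probe, without the correlation between genes or the slides of the real arrays. With a shift of 2 on the log2 scale limma recovered 96.5% of them at the unadjusted criteria with 380 false calls, and 81% with 5 false calls after adjustment. With a shift of 1 between rIPCe and the control group, 52.5% were recovered with 370 false calls, and 33% with 4 after adjustment. The methods' t-test recovered 95.5% at the larger shift with 279 false calls, and 67% with 1 after adjustment. Camera and fry called a raised list and did not call an unchanged one. As the noise was independent, these values do not show how often the tests err on the real arrays.

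Alternatives set in advance were subtraction of each array's 75th percentile, the deposited table in place of the scanner output, a filter on dim probes, outlier spots kept, only the 10 arrays compared, replicate number as a block, slide as a block, array quality weights, eBayes with trend and robust fit, the methods' t-test in both forms, fold changes from linear means, the mean of all probes of a gene, fry, lists without the genes the paper names, hierarchical clustering, and each array left out in turn. Chosen after the data had been examined were normexp (offset 50) on median signals, slide as a random block (correlation 0.228), no normalization between arrays, and the methods' t-test with dim probes left out. Normexp on mean signals was not run, since the scanner output gives the median and not the mean signal of a spot, and scan date was no block because there was 1 scan day. The RT-PCR, the staining and the serum and urine values were not analysed here, nor were the gene ontology terms and DAVID pathways.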

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

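The tests of the splits for gene lists and of wrong labels were chosen only after the results were seen, while the 2 tests of tissue composition were set before.

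Of 252 groups of 5 arrays, 207 for genes, 42 for gene lists and 3 for array quality, 21 held an array far from the other 4 by Dixon's criterion, which chance meets in about 1 of 20 groups, or 12.6 of these. Control 1 was the array in 11 of the 21, each time as the highest. Its gap to the nearest array, as a share of the range of the group, was 0.842 for CXCL11, 0.77 for LYZ, 0.785 for BIRC5, 0.747 for CCL8, 0.855 for CXCL10, 0.776 for C1QA, 0.781 for C1QC, 0.759 for C2, 0.716 for CCRL2, 0.875 for the median of the T and NK cell list and 0.764 for that of the cytokine and receptor list. These genes and lists share members and processes, so the 11 are not independent. rIPCe 1 was the highest for NQO1 (0.814), AKR1CL1 (0.756) and CCL27 (0.79). On NQO1 its log2 signal of 12.56 lay near the control mean of 11.97.

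For these genes, control 1 lay towards the preconditioned arrays and rIPCe 1 towards the control arrays. The largest number of probes among the drawn splits of the control and rIPCe arrays, 1376 against 952 for the real one, came from exchanging these 2 arrays. After adjustment 141 of them passed against 1 for the real split, but exchanging control 5 and rIPCe 1 gave 173, so the number does not single out control 1. An exchange of the labels of control 1 and rIPCe 1 was tested on probes chosen without both, which were well above background and kept controls 2 to 5 apart from rIPCe 2 to 5 by a fold change of 2 between the nearest arrays. There were 56 such probes, against at most 10 in the other splits of these 8 arrays into 4 and 4. Of the 20 that were lower in rIPCe 2 to 5, among them probes of NQO1, APOA4 and AKR1CL1, control 1 lay on the control side for 18, a share of 0.9. With 1 more rIPCe array left out of the choice of probes, that share ranged from 0.722 to 0.952 for control 1 and from 0 to 0.333 (SD 0.158) for the rIPCe array left out. Control 1 had a log2 signal of 12.50 for NQO1, beside the control mean of 11.97. The 20 lower probes, several of which share a gene, argue against an exchange of the 2 labels. The higher probes do not, since control 1 lay on the rIPCe side for 25 of the 36. An earlier test, which placed each array between the control group and rIPCl, did not decide. Control 1 stood at 0.547, beside 0.103 to 0.417 for controls 2 to 5 and 0.578 to 0.841 for rIPCe 2 to 5. The separating probes were added after that, so an exchange is not excluded. A wrong label on rIPCe 1 alone needs no partner and stays open. rIPCe 1 lay on the control side for 47 of the 56 probes, a share of 0.839. With 1 more control array left out the share was 0.677 to 0.78 for rIPCe 1 and 0.59 to 0.931 for the control array left out, against 0.125 to 0.329 for rIPCe 2 to 5 when left out. A pig that responded little to preconditioning would give the same values. Control 1 lies on slide 1 and rIPCe 1 on slide 2. Without control 1 the adjusted number in rIPCl versus control was 1505, and without rIPCe 1 the number in rIPCe versus control was 141. A biological difference between the pigs was not tested.

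The other arrays far from their groups were control 2, the lowest for CYP24A1 (1, where the other 4 control arrays shared one rank among the probes and quantile normalization gave them one value), control 5, the highest for F2R (0.841), rIPCl 1, the lowest for C1QB (0.729) and for the complement list (0.808), rIPCl 2, the lowest for the fibroblast list (0.716), and rIPCl 3, the lowest for GAPDH (0.714) and for the antioxidant list (0.779). rIPCl 1 is the one rIPCl array on slide 3, so its distance cannot be told apart from a difference between slides, which was not testable with 1 array.

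Camera called 7 lists between rIPCl and rIPCe, with a median log2 fold change of 0.282 for complement, 0.318 for cytokines and receptors, -0.336 for the proximal tubule, 0.558 for macrophages, 0.788 for T and NK cells, 0.457 for interferon response and -0.16 for antioxidant enzymes. None of them was called by fry. Among 100 splits of these 10 arrays, the real one included, 5 gave as large a median for complement and 9 for cytokines and receptors, so chance cannot be excluded for either. Without rIPCe 1 the complement median was 0.157, without rIPCl 3 it was 0.311, and neither was called.

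Lists outside the paper's discussion were also called by camera. In rIPCl versus control these were the cell cycle (1.292 over 5 genes, adjusted p = 0.00412), fibroblasts (0.963 over 6, adjusted p = 0.0188), macrophages (0.897 over 5, adjusted p = 0.0324), T and NK cells (1.143 over 10, adjusted p = 0.00277) and interferon response (0.587 over 14, adjusted p = 0.0259). In rIPCe versus control they were the cell cycle (0.833) and fibroblasts (0.771). None held under fry. A lower share of proximal tubule in the tissue would raise the markers of all other cell types alike. The distal nephron list had a median of 0.127 (95% interval -0.206 to 0.552) against 1.143 (0.691 to 1.422) for T and NK cells. These intervals come from resampling the genes of a list and not the pigs. Over the rIPCl arrays the T and NK cell median ranged from 0.04 to 2.739 and the distal nephron median from -0.157 to 0.356. The measured genes of the 2 lists thus did not rise alike, but a difference over pigs was not tested, so that explanation is not excluded. Infiltrating leukocytes stay open, since the median of 1.143 is in line with them while the B cell list had too few genes to test and fry called no leukocyte list. In 2 of 5 rIPCl arrays the T and NK cell median was above all control arrays, and in 3 of 5 the macrophage median was. Differences between slides also stay open, as slide and group largely coincide.

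Of the 10 genes of largest change in rIPCl among those with an adjusted p under 0.05, a signal well above background throughout a group and all 5 rIPCl arrays on one side of all control arrays, 3 are not discussed in the paper: FABP7 (log2 fold change 3.211, limma adjusted p = 0.0348), CHI3L1 (3.121, limma adjusted p = 0.0207) and DUOX2 (2.728, limma adjusted p = 0.0314). FABP7 was well above background on 1 of 5 control arrays, so the size of its change is not known. With slide as a block none of them was called, and no biological explanation was tested.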

How the results depend on the processing

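The settings called normexp on median signals, slide as a random block, no normalization between arrays and the methods' t-test with dim probes left out were chosen only after the results were seen. Where a value below changed, the cause was not tested, unless fewer probes or fewer arrays make it plain. Values with slide as a block rest on control 5 alone for rIPCe and on rIPCl 1 alone for rIPCl versus rIPCe. For rIPCl versus control they rest on both arrays, so they cannot tell slide from group.

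The adjusted number in rIPCl versus control (985) was 2259 after subtraction of the 75th percentile, 432 with replicate number as a block, 463 with slide as a block, 2634 with array quality weights, 407 by the methods' t-test and 64 by its Welch form, 433 with normexp, 0 with slide as a random block, 1735 without normalization and 336 by the t-test with dim probes left out. In rIPCe (1) it was 2 after subtraction of the 75th percentile, 0 with only the 10 arrays compared, 0 with replicate number as a block, 799 with slide as a block, 2 with array quality weights, and 0 by the methods' t-test, by its Welch form, with normexp, without normalization and by the t-test with dim probes left out. Between rIPCl and rIPCe (0) it was 1 with only the 10 arrays compared, 89 with slide as a block, 1 with array quality weights and 1 by the methods' t-test. Replicate numbers do not pair the pigs: residuals of arrays with the same number had a median correlation of 0.01 and those of other numbers 0.01, and 0 of 15 pairs exceeded 0.1.

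The unadjusted number in rIPCl (2540) was 1604 with dim probes left out, 3845 with slide as a block, 718 with normexp, 4091 without normalization and 1444 by the t-test with dim probes left out. In rIPCe (952) it was 506 with dim probes left out, 2557 with slide as a block, 564 by the methods' t-test, 485 by its Welch form, 179 with normexp and 323 by the t-test with dim probes left out. The number in both (739) was in the same order 447, 1721, 462, 399, 167 and 290. The lower cluster (1026 probes) held 2125 after subtraction of the 75th percentile, 483 with dim probes left out, 2486 with slide as a block, 258 with normexp, 3133 without normalization and 445 by the t-test with dim probes left out.

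With each array left out in turn, the unadjusted number ranged from 2093 (without rIPCl 3) to 3012 (rIPCl 1) in rIPCl and from 772 (rIPCe 3) to 1365 (control 1) in rIPCe. The adjusted number ranged from 37 (rIPCl 5) to 1641 (rIPCl 1) in rIPCl, from 1 to 141 (rIPCe 1) in rIPCe and from 0 to 2 between them. The number in both ranged from 546 (rIPCe 3) to 1117 (control 1) and the lower cluster from 822 to 1222. The medians in rIPCl, rIPCe and between them ranged from 0.736 to 0.966, 0.331 to 0.613 and 0.157 to 0.311 for complement, from 0.029 to 0.151, -0.002 to 0.162 and -0.123 to 0.039 for coagulation, and from 0.376 to 0.598, 0.009 to 0.19 and 0.213 to 0.447 for cytokines and receptors. The lists called ranged from 14 to 25, and the named genes called in rIPCl from 3 (rIPCl 4 or rIPCl 5) to 54 (control 1). In rIPCe 11 named genes were called without rIPCe 1, which with 50 in rIPCl makes 61 calls over both comparisons, and 0 without any other array.

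The complement medians in rIPCl, rIPCe and between them kept their sign and lost their call with slide as a block (0.55, 0.542 and 0.008) and without the genes the paper names (0.012, 0.038 and 0.048), and under fry those of 0.414 and 0.282 lost theirs. The paper named these genes for their change on the same arrays, so lists without them lean towards 0 by that choice. The coagulation median in rIPCl, which was called under no setting, reversed to -0.002 with dim probes left out, -0.205 with the mean of all probes of a gene, -0.01 without the genes the paper names, -0.001 with normexp and -0.106 without normalization. In rIPCe it reversed to -0.088 with the mean of all probes and between the groups to 0.016 with slide as a block. The cytokine and receptor medians lost their call in rIPCl (0.204) and between the groups (0.023) with slide as a block, and at 0.456 and 0.318 under fry. In rIPCe the median passed the threshold after subtraction of the 75th percentile (0.105), with dim probes left out (0.14), with array quality weights (0.106), with the mean of all probes (0.093) and without normalization (0.111). Camera called 18 lists, and 7 with slide as a block, while fry called 2.

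Of 69 named genes, 45 were called in rIPCl, and the number was 19 with replicate number as a block, 0 with slide as a block, 23 by the methods' t-test, 6 by its Welch form, 0 with slide as a random block and 25 by the t-test with dim probes left out. Directions reversed with slide as a block for CYP1A1 (0.376), C4BPA (-0.788), CXCL9 (-1.483), CXCL10 (-0.906), F2R (-0.837) and GAPDH (0.245 in rIPCl and 0.035 in rIPCe). CXCL2 in rIPCe reversed with array quality weights (-0.112) and, with each array left out in turn, ranged from -0.147 (without rIPCe 2) to 0.362. ARG1 in rIPCl reversed with linear means (-0.677) and ranged from -0.266 (without control 2) to 1.264 with each array left out, and in rIPCe it ranged from -0.019 (without rIPCe 1) to 1.573. CYP24A1 reversed with the mean of all probes (-0.706 in rIPCl and -0.729 in rIPCe) and was 0 in both with normexp. Results kept their direction and their call with the deposited table and with outlier spots kept. Normexp on mean signals and scan date as a block were not run. Probes near background limit the fold changes, since 966 of the 2540 probes altered in rIPCl were not well above background in all arrays of any group.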

Differences from the paper's values

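Settings named below as chosen after seeing the values are tests added once the results were known, and all others were set before the data were examined. A setting closes a difference here when its value lies within 1.5 times the paper's.

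The number of probes altered in either comparison was 2753, and the paper's is 1053. None of the 27 alternatives set before the data were examined closed this. Settings chosen after seeing the values gave 730 (normexp on median signals) and 1477 (the methods' t-test with dim probes left out), both within 1.5 times. The lower cluster held 1026 probes against the paper's 400, and of 28 alternatives leaving out dim probes closed this (483), as did the methods' t-test with dim probes left out (445), chosen after seeing the values. The upper cluster held 1727 against the paper's 653, closed by none of the 28 and by normexp (472), chosen after seeing the values.

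In rIPCe, 952 probes were altered against the paper's 198, 552 against the paper's 96 higher and 400 against the paper's 102 lower. None of the 27 alternatives closed these. Normexp, chosen after seeing the values, gave 179, 104 and 75, and the methods' t-test with dim probes left out, also chosen after seeing the values, gave 127 lower. With the adjusted p, which the paper's methods name beside the criteria in its results, 1 probe was altered in rIPCe against the paper's 198, and leaving out rIPCe 1 gave 141.

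In rIPCl, 2540 probes were altered against the paper's 1027, 1600 against the paper's 640 higher and 940 against the paper's 387 lower. Of the 27 alternatives, leaving out dim probes closed the number of lower probes (463) and none closed the others. Chosen after seeing the values, normexp gave 718 in all and 464 higher, and the methods' t-test with dim probes left out gave 1444 in all and 429 lower. With the adjusted p the number was 985, within 1.5 times the paper's 1027, and it was between 743 and 1506 under the deposited table, dim probes left out, outlier spots kept, only the 10 arrays compared, trend and robust fit, linear means, or without control 1, control 5 or any 1 rIPCe array, all of which are within 1.5 times.

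In both comparisons, 739 probes were altered against the paper's 179, 417 against the paper's 85 higher and 322 against the paper's 94 lower. Leaving out dim probes closed the number of lower probes (141) and no other alternative closed any. Chosen after seeing the values, normexp gave 167, 96 and 71, and the methods' t-test with dim probes left out gave 112 lower. In rIPCl only, 1801 were altered against the paper's 848, 1183 against the paper's 555 higher and 618 against the paper's 293 lower. Leaving out dim probes closed the first (1157) and the last (322) and no other alternative closed any. Chosen after seeing the values, slide as a random block gave 1184, 794 and 390, no normalization between arrays gave 684 higher, and the methods' t-test with dim probes left out gave 1154 in all and 317 lower.

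Of the ratios in S2 Table, 55 of the 62 that could be compared, and of those in S4 Table all 36, were within 1.5 times the paper's. For CYP24A1 the ratio was 1.06 in rIPCe against the paper's 0.34 and 1.07 in rIPCl against the paper's 0.35, and none of the 28 alternatives closed either. The other probe of the gene, compared after seeing the values, gave 0.344 and 0.352. For GPX3 it was 0.854 in rIPCe against the paper's 0.44 and 0.844 in rIPCl against the paper's 0.37, closed by the mean of all probes of a gene and by none of the other alternatives. Another probe, compared after seeing the values, gave 0.445 and 0.375. For C4BPA it was 1.49 in rIPCe against the paper's 3.54 and 1.56 in rIPCl against the paper's 3.72, closed by none of the 28, and another probe, compared after seeing the values, gave 3.56 and 3.74. For SLC26A4 in rIPCe it was 0.431 against the paper's 0.25, closed by slide as a block and by leaving out rIPCe 5.

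The paper states that nearly all genes altered in rIPCe were also altered in rIPCl, and 77.6% of the probes were. The percentage was 84.4 after subtraction of the 75th percentile, 88.3 with dim probes left out and 67.3 with slide as a block. With each array left out in turn it ranged from 69.7 (without rIPCe 2) to 81.8 (without control 1). Chosen after seeing the values, normexp gave 93.3, the methods' t-test with dim probes left out 89.8 and slide as a random block 61.4. Of the 62 measured genes that it names as altered, 6 did not reach a fold change of 2 with an unadjusted p under 0.05 in rIPCl: CYP24A1 (log2 fold change 0.10), GPX3 (-0.24), C4BPA (0.65), XCL1 (0.99), TGFB1 (0.55) and F2R (0.75). XCL1 reached the fold change under 6 settings, among them subtraction of the 75th percentile, array quality weights and linear means, and F2R under 2, array quality weights and without control 5. ARG1, apart from these 62, is among the RT-PCR targets that the caption of S1 Fig describes as altered on the arrays. It had a log2 fold change of 0.43 in rIPCl (limma adjusted p = 0.83) and of 0.74 in rIPCe (limma adjusted p = 0.785), and no setting called it. At an adjusted p, 21 of the 62 were not called in rIPCl, and 17 of these were called under at least 1 setting, all but CYP24A1, F9, PROC and F2R. Array quality weights called 15 of them, subtraction of the 75th percentile 9, leaving out dim probes 7, trend and robust fit 3, the mean of all probes 3, replicate number as a block 2, and only the 10 arrays compared and the methods' t-test 1 each. Leaving out control 1 called 9, rIPCl 1 called 7, rIPCe 1 called 5, and control 5, rIPCe 2 and rIPCe 4 called 1 each. Chosen after seeing the values, normexp called 3, no normalization 3 and the methods' t-test with dim probes left out 1.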

Other observations

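The tests of the splits for gene lists, of the slides and of the dim probes were chosen only after the results were seen, while the splits for numbers of probes and the test of the shared controls were set before.

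Splits of the same 10 arrays into 5 and 5 show whether chance can be excluded. Of 100 splits drawn from the 126 possible, the real one included, 1 gave as many probes as rIPCl versus control (2540, median of the others 306), so chance alone is unlikely for that number. As many as rIPCe versus control came from 7 and as many as rIPCl versus rIPCe from 31, so chance cannot be excluded for these. For the median of the complement list the number of splits was 1 in rIPCl and 5 in rIPCe, for the coagulation list 54 and 58, and 53 between the preconditioned groups, and for the cytokine and receptor list 3 in rIPCl and 47 in rIPCe. Of these medians, only that of complement in rIPCl was largest in the real split. For cytokines in rIPCl, 3 of the 100 were as large, without correction for the number of medians tested, and the adjusted p of fry was 0.0785. Chance alone is therefore unlikely for complement in rIPCl and cannot be excluded for the others. A median near 0 also cannot show genes that move both ways, as the paper reports for coagulation.

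One split of the control and rIPCl arrays exchanged control 5 and rIPCl 1, which lie on neither slide 1 nor slide 4. It gave 2060 probes at the unadjusted criteria and 1134 after adjustment, more than the 985 of the real split. With slide as a block the adjusted number was 463. In the real split too, all arrays of slide 1 stood on one side and all of slide 4 on the other. The exchange left every other array in its group, so its number cannot tell slide from group. Differences between slides stay open as a cause of part of the probes in rIPCl. The 5 rIPCe arrays, which lie on 2 slides, differed most when divided by slide, which ranked 1 of 10 divisions into 3 and 2 arrays with 3113 probes against 2604 for the next. Of 2298 probes altered between the rIPCl arrays of slide 4 and the control arrays of slide 1, 62.4% moved the same way within slide 2 between rIPCe and its 1 control array, and 51.6% did within slide 3 between rIPCl and rIPCe. With 1 control array on slide 2 and none on slides 3 and 4, slide and group cannot be told apart for these probes.

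Both comparisons with the control group use the same control arrays. In 0 of 100 draws of unchanged groups was as large a percentage of the rIPCe calls shared as the 77.6% observed. The draws held at most 1727 altered probes in rIPCl against 2540 observed, and the shared percentage can rise with that number. That percentage therefore cannot decide whether the shared control arrays were the whole cause. The correlation of the log2 fold changes does not depend on numbers of calls. It was 0.814 against at most 0.811 in the draws, which argues against the shared control arrays as the whole cause, by a narrow margin. Differences between slides, which separate most control arrays from all others, stay open for the shared calls.

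After subtraction of the 75th percentile more probes were lower than higher in rIPCl. Of the 1153 lower probes that this scaling added, 97% were not well above background in all arrays of any group, against 31.5% of all probes, in line with a lower floor of dim signals on the rIPCl arrays. The median log2 fold change of probes never well above background was -0.70 under this scaling and -0.07 under quantile normalization.

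LCN2, the gene of the urinary marker NGAL, for which the paper makes no claim on the arrays, had a log2 fold change of 1.04 in rIPCl (limma adjusted p = 0.236). GAPDH, the internal control of the RT-PCR, had a log2 fold change of -0.22 in rIPCl (limma adjusted p = 0.231), with all 5 rIPCl arrays below all control arrays (exact permutation test, two-sided, p = 0.00794), and was 0.25 higher with slide as a block. Its log2 signal of 18.39 is near the top of the array, where 49 probes were brighter. The paper's numbers for rIPCe and rIPCl less those in both come to 1046 probes.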
